# The circadian regulator PER1 promotes cell reprogramming by inhibiting inflammatory signaling from macrophages

**DOI:** 10.1371/journal.pbio.3002419

**Published:** 2023-12-04

**Authors:** Nobuko Katoku-Kikyo, Seunghyun Lim, Ce Yuan, Jinsha Koroth, Yasushi Nakagawa, Elizabeth W. Bradley, Nobuaki Kikyo

## Abstract

Circadian regulation of gene expression is prevalent and plays critical roles in cell differentiation. However, its roles in the reprogramming of differentiated cells remain largely unknown. Here, we found that one of the master circadian regulators PER1 promoted virus-mediated reprogramming of mouse embryonic fibroblasts (MEFs) to induced neurons (iNs) and induced pluripotent stem cells (iPSCs). Unexpectedly, PER1 achieved this by repressing inflammatory activation of contaminating macrophages in the MEF culture, rather than by directly modulating the reprogrammability of MEFs. More specifically, we found that transduced viruses activated inflammatory genes in macrophages, such as *Tnf* encoding TNFα, one of the central inflammatory regulators and an autocrine activator of macrophages. TNFα inhibited iN reprogramming, whereas a TNFα inhibitor promoted iN reprogramming, connecting the inflammatory responses to iN reprogramming. In addition, macrophages were induced to proliferate and mature by non-macrophage cells serving as feeders, which also supported up-regulation of TNFα in macrophages without virus transduction. Furthermore, the 2 inflammatory responses were repressed by the circadian regulator PER1 in macrophages, making reprogrammability dependent on time-of-day of virus transduction. Similar results were obtained with iPSC reprogramming, suggesting a wide occurrence of macrophage-mediated inhibition of cell reprogramming. This study uncovers mechanistic links between cell reprogramming, bystander inflammatory macrophages, and circadian rhythms, which are particularly relevant to in vivo reprogramming and organoid formation incorporating immune cells.

## Abstract 2

Circadian regulation of gene expression plays critical roles in cell differentiation, but what about reprogramming of differentiated cells? This study shows that contaminating macrophages in fibroblast culture play unsuspected inhibitory roles during reprogramming to neurons and pluripotent stem cells, controlled by the circadian rhythm gene Per1.

## Introduction

Reprogramming of differentiated cells by transcription factors and small molecules has been a major research area in stem cell biology. Since the first report on the reprogramming of mouse embryonic fibroblasts (MEFs) to induced neurons (iNs) by transduction of the 3 neuronal transcription factor genes *Brn2*, *Ascl1*, and *Myt1l* (called BAM hereafter), diverse protocols have been used to reprogram fibroblasts and glia directly to specific subtypes of neurons, such as dopaminergic, GABAergic, and glutamatergic neurons, as well as neuronal precursors in vitro [1–4]. Similar approaches have been applied to in vivo reprogramming of glia to neurons to treat mouse models of brain and spinal cord injuries, neurodegenerative diseases, and retinopathies among others. These studies uncovered reprogramming of signaling pathways, epigenetics, metabolism, and cell cycle in the target cells of reprogramming, contributing to improved reprogramming efficiency and quality of iNs. However, much less attention has been paid to the effects of neighboring non-reprogrammed cells in the same culture dish or tissue. For example, little is known about whether contaminating immune cells play any roles in reprogramming. This missing information is important not only to raise the reprogramming efficiency in vitro but also to understand how reprogramming works in a more physiological and complex environment in vivo. While investigating the roles of circadian regulators in cell reprogramming, we became aware of the inhibitory roles of contaminating macrophages in the reprogramming of MEFs to iNs and to induced pluripotent stem cells (iPSCs). The macrophages’ roles were suppressed by one of the circadian master regulators PER1.

Virtually all mouse tissues examined express intrinsic circadian regulators centered on the CLOCK/BMAL1 transcription factor complex [5,6]. This complex activates thousands of genes, including *Cry1*, *Cry2*, and *Per1-Per3* through binding to the E-box in their promoters. CRY and PER then heterodimerize and directly inhibit the CLOCK/BMAL1 complex, forming the first negative feedback loop. Subsequently, CRY and PER will be degraded by the proteasomal pathway, allowing the CLOCK/BMAL1 complex to resume the circadian cycle. Additionally, CLOCK/BMAL1 activates transcription of the RoR and Rev-Erb genes, which are activators and repressors of the *Baml1* gene, respectively, providing the second feedback loop. Circadian rhythms in various peripheral tissues in a mammalian body are synchronized by the central pacemaker in the suprachiasmatic nucleus in the hypothalamus, which is entrained by the light signal transmitted from the retina. However, ubiquitous peripheral clocks can also be synchronized by other stimulations such as food intake and physical activity.

*Per1*^*-/-*^ mice and *Per2*^*-/-*^ mice are fertile and do not demonstrate major morphological abnormalities but they exhibit a shorter circadian period by 2 h than wild-type (WT) mice and later become arrhythmic in constant darkness [7–10]. A limited sequence identity between PER1 and PER2 (73.4% similarity at the amino acid level) imparts nonredundant functions. Their roles in neuronal development remain largely unknown but several reports imply their relevance to disease pathology. *Per1*^*-/-*^ mice exhibit reduced autophagy and higher neuronal susceptibility to ischemic damages [11,12]. In addition, aged *Per1*^*-/-*^ mice show altered morphology of microglia (macrophages in the central nervous system), up-regulation of presenilin-2, and increased deposition of β amyloid and lipofuscin in the hippocampus, suggesting excessive accumulation of misfolded proteins due to slowed autophagy [13].

Given the prevalence of the circadian feedback loops, it is not surprising that differentiation of many lineages of cells is under circadian regulation [14,15]. For example, we previously showed that CRY2 is important for cell cycle exit and fusion of myoblasts during myotube formation [16]. In addition, PER1 and PER2 regulate myoblast differentiation and muscle regeneration via the IGF2 pathway [17]. In the current study, we hypothesized that cell reprogramming was also controlled by circadian regulators and tested this by applying *Per1*^*-/-*^ and *Per2*^*-/-*^ MEFs to iN and iPSC reprogramming models.

## Results

### *Per1* depletion inhibits iN reprogramming

To explore the roles of the *Per* genes in cell reprogramming, we compared the efficiency of making iNs from MEFs prepared from WT, *Per1*^*-/-*^, and *Per2*^*-/-*^ mice. We first verified the loss of the PER1 and PER2 proteins in *Per1*^*-/-*^ and *Per2*^*-/-*^ MEFs, respectively, by western blotting (S1A Fig). We then transduced the BAM genes with lentivirus as previously described [2] and assessed successful iN production with immunostaining of βIII tubulin and MAP2. We found that neurites expressing βIII tubulin or MAP2 were less dense in *Per1*^*-/-*^ iNs compared with WT and *Per2*^*-/-*^ iNs despite similar cell densities (Figs 1A and S1B). We quantified this observation in 2 ways. First, the reprogramming efficiency of *Per1*^*-/-*^ iNs defined by the percentage of cells that expressed βIII tubulin or MAP2 was reduced to less than 60% of WT and *Per2*^*-/-*^ iNs (Figs 1B and S1C, red versus others). There was no statistically significant difference in the percentages between WT and *Per2*^*-/-*^ iNs. Second, the areas covered by neurites for each iN were decreased in *Per1*^*-/-*^ iNs compared with WT and *Per2*^*-/-*^ iNs (Figs 1C and S1D). DNA replication was hardly detectable when DNA were labeled with EdU for 6 h; total cell numbers remained unchanged during iN reprogramming across all 3 genotypes (S1E and S1F Fig). Thus, *Per1* depletion decreased the number of iNs as well as neurite development in each iN.

**Fig 1:**
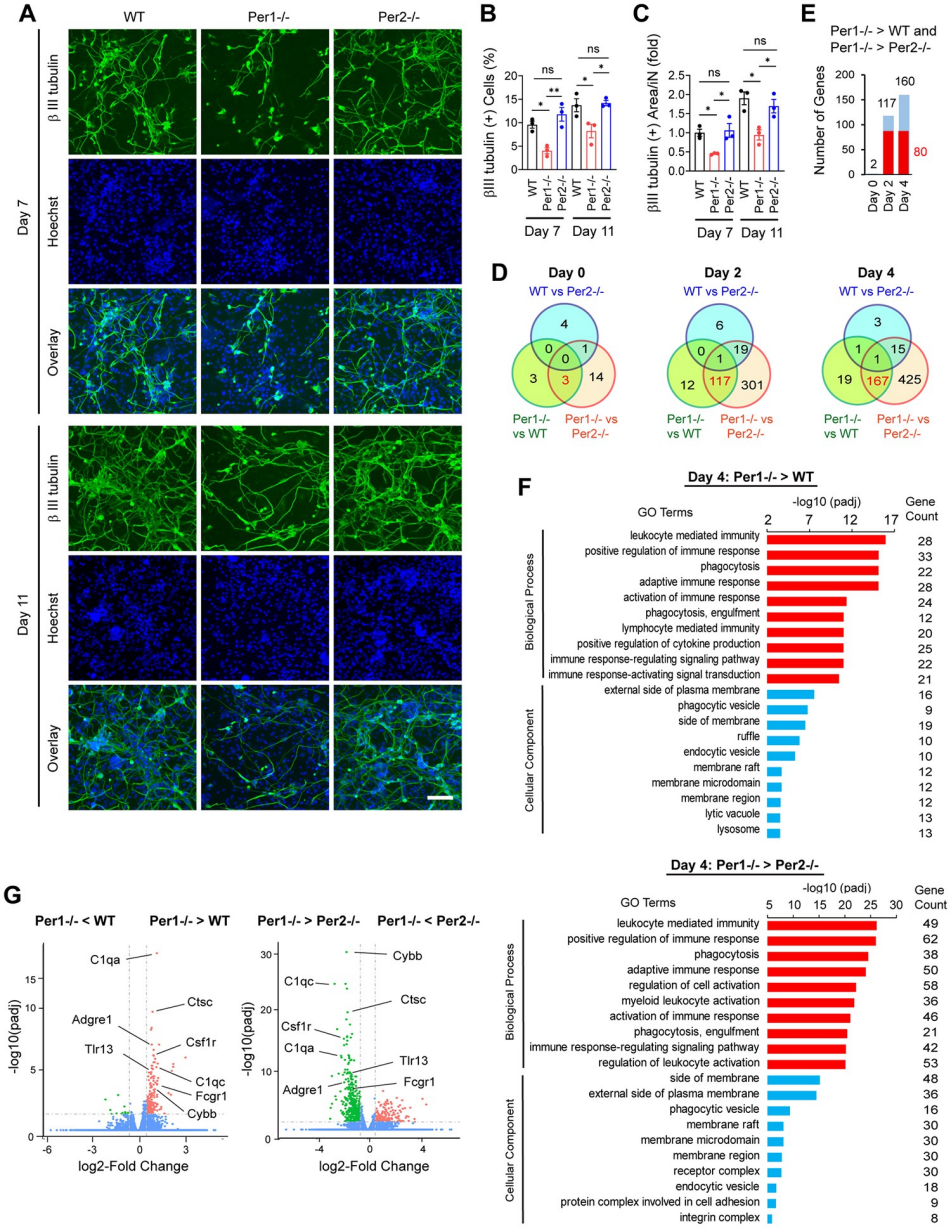
Immunofluorescence staining and transcriptome analyses of iNs prepared from WT, *Per1*^*-/-*^, and *Per2*^*-/-*^ MEFs. (A) Immunofluorescence staining of iNs with βIII tubulin antibody on days 7 and 11. DNA was counterstained with Hoechst 33342. Bar, 100 μm. (B) Percentage of βIII tubulin (+) cells. (C) βIII tubulin (+) neurite area in each βIII tubulin (+) cell. The value with day 7 WT iNs was defined as 1.0. (D) Venn diagrams depicting the numbers of differentially expressed genes (Log2 fold change ≥ 0.58 [≥1.5-fold] and padj ≤0.05) on each day. (E) The numbers of commonly up-regulated genes in *Per1*^*-/-*^ cells in comparison to WT and *Per2*^*-/-*^ cells. Red bars indicate 80 common genes between days 2 and 4. (F) Gene Ontology analysis of the genes up-regulated in *Per1*^*-/-*^ cells in comparison to WT (top) and *Per2*^*-/-*^ cells (bottom) on day 4. (G) Volcano plots for the indicated comparisons on day 4. Macrophage genes with high -log10(padj) values that commonly appeared on the right and left panels are highlighted. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test; ns indicates statistically not significant. All data are based on biological triplicates. The data underlying this figure can be found in S1 Data. iN, induced neuron; MEF, mouse embryonic fibroblast; WT, wild-type.

### Bulk RNA-seq indicates activation and maturation of macrophages

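MEFs of 3 genotypes, WT, *Per1*-/-, and *Per2*-/-, were sampled on days 0, 2, and 4 of iN reprogramming with 3 replicates of each genotype and day, which gave 27 libraries in 9 groups. The MEFs were prepared from day 13.5 embryos, and the viruses were added on day -3. The authors counted the aligned reads on the genes of GRCm38 and deposited fragments per kilobase of exon, scaled by library size (FPKM), for 54532 genes. With the gene lengths in the same table, every FPKM value corresponded to a whole number of fragments, so the fragments behind each value were known. Between 15815013 and 24264097 fragments per library were counted on genes. The median library of WT cells held 23179177, 17829809, and 20660813 fragments on days 0, 2, and 4. That of *Per1*-/- cells held 17720561, 18881679, and 19224804, and that of the libraries labelled *Per2*-/- 19714716, 18065225, and 19684571. Replicates of a group differed by more than counting noise, with a chi-square of 9.77 to 74.5 per degree of freedom between the fragments of a pair of libraries.

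Groups were compared with limma on log2(FPKM + 0.1) for the 14932 genes with a mean of at least 0.5 FPKM. A gene was called differentially expressed when its Benjamini-Hochberg adjusted p was at most 0.05 and its log2 fold change was at least 0.58 in size. These are the thresholds that the paper states, but the paper tested with DESeq2, which was not run here. Comparisons are between 3 libraries and 3, for which an exact permutation test of a single gene gives no two-sided p below 0.1.

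The transcripts of the targeted genes were measured first. *Per1* (ENSMUSG00000020893) lies on chromosome 11 from 69095217 to 69109960. On day 0 it was at 5.78 ± 0.479 FPKM (SD, n = 3) in WT cells, 4.11 ± 0.866 in *Per1*-/- cells, and 5.56 ± 0.945 in the libraries labelled *Per2*-/-. The log2 fold change between *Per1*-/- and WT cells was -0.50 (standard error 0.138, adjusted p = 0.771 from limma with Benjamini-Hochberg adjustment) on day 0, -0.19 on day 2, and -0.21 on day 4. On each of the 3 days, every library of *Per1*-/- cells had less *Per1* than every WT library, and chance gives a separation in either direction for 10% of genes. No decrease against WT was called on day 2 or 4 either (adjusted p = 0.999 and 0.933 from limma). The highest *Per1*-/- library lay above the lowest library labelled *Per2*-/- on each day. These were at 4.96 and 4.89 FPKM on day 0, 4.51 and 4.46 on day 2, and 4.59 and 4.4 on day 4. The *Per1* transcript therefore did not set *Per1*-/- libraries apart from both other groups. *Per2* (ENSMUSG00000055866) lies on chromosome 1 from 91415982 to 91459324. On day 0 it was at 0.894 ± 0.0709 FPKM (SD, n = 3) in WT cells, 1.13 ± 0.115 in *Per1*-/- cells, and 1.93 ± 0.068 in the libraries labelled *Per2*-/-. The log2 fold change of WT cells against the libraries labelled *Per2*-/- was -1.03 (standard error 0.127, adjusted p = 0.00114 from limma with Benjamini-Hochberg adjustment). On each of the 3 days, every one of the libraries labelled *Per2*-/- had more *Per2* than every WT library. The *Per2* transcript was therefore raised, not lost, in these libraries. Gene totals do not show whether a transcript gives functional protein, so they do not decide whether the label is right. Each comparison with these libraries rests on the label. The paper states that the PER1 and PER2 proteins were lost in the respective MEFs (S1A Fig).

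**Figure D1:**
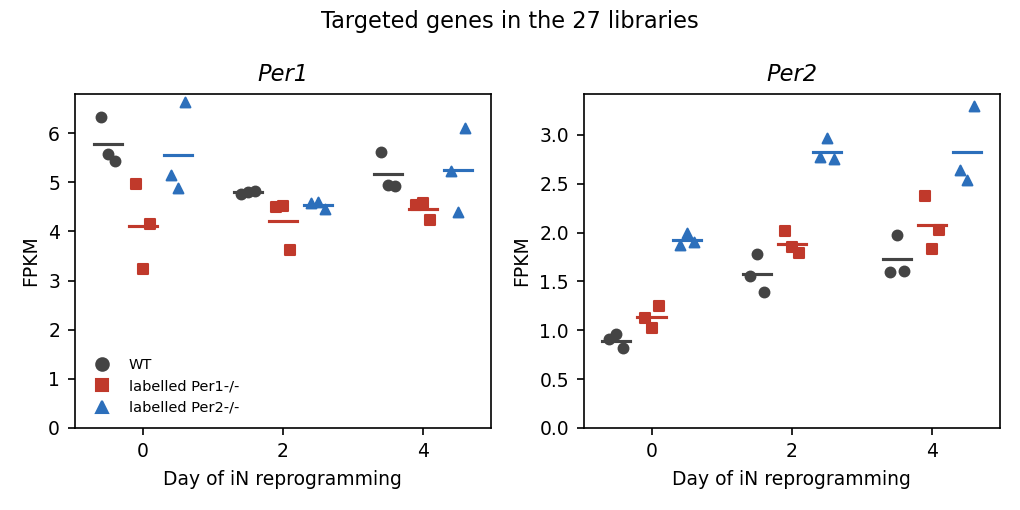
FPKM of *Per1* and *Per2* on the y axes against the day of iN reprogramming, with 1 point per library and 1 line per mean of 3 libraries. *Per1* is lower in each library of *Per1*-/- cells than in the WT libraries of the day, and *Per2* is highest in the libraries labelled *Per2*-/- on every day.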

We applied days 0, 2, and 4 samples of the 3 genotypes to bulk RNA-seq and obtained the data with the sequence depth of 41 to 61 million reads per sample. This study demonstrated that WT cells were more closely related to *Per2*^*-/-*^ cells than *Per1*^*-/-*^ cells on reprogramming days 2 and 4 (S2A and S2B Fig). 

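Relatedness was measured as the mean Euclidean distance between the libraries of a pair of genotypes over the log2 values of the tested genes. The distance to WT libraries was 81.6 for *Per1*-/- cells and 76.4 for the libraries labelled *Per2*-/- on day 0, 70.2 and 70.0 on day 2, and 70.9 and 71.3 on day 4. The WT libraries of one day were themselves 73.6, 69.7, and 67.5 apart on days 0, 2, and 4. The ratio of the distances was 1.07 on day 0 (p = 0.2), 1.0 on day 2 (p = 0.9), and 0.995 on day 4 (p = 0.9), in a two-sided exact permutation test over the 20 assignments of the libraries to *Per1*-/- and *Per2*-/-, which gives no p below 0.1. A closer relation of WT cells to either of the other two genotypes was not detectable with 3 replicates. A restriction to the 500 genes with the largest variance gave 0.948 on day 4. The side of 1 changed under this restriction on day 2 (0.989) and with a pseudocount of 1 on day 4 (1.02), among others, and some of the fits that each left out 1 library lay on either side of 1 (0.981 to 1.04 on day 2 and 0.966 to 1.04 on day 4). In a principal component analysis of the 27 libraries, the first component held 59.4% of the variance and the second 6.25%.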

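Between *Per1*-/- and WT cells, 2 genes were called up-regulated in *Per1*-/- cells on day 0, 1 on day 2, and 3 on day 4, and 1 was called down-regulated, on day 4. Between *Per1*-/- cells and the libraries labelled *Per2*-/-, 2 genes were called up-regulated in *Per1*-/- cells and 1 down-regulated on day 0, 9 and 2 on day 2, and 66 and 17 on day 4. Between WT cells and the libraries labelled *Per2*-/-, 1, 4, and 1 genes were called on days 0, 2, and 4. At an unadjusted p under 0.05 and with no minimum fold change, the comparison of *Per1*-/- with WT cells gave 719, 410, and 924 of the 14932 genes on days 0, 2, and 4. That of *Per1*-/- cells with the libraries labelled *Per2*-/- gave 892, 1228, and 1974 genes, and that of WT cells with the libraries labelled *Per2*-/- gave 588, 429, and 511. Chance alone gives a share of 0.05 of the tested genes at this p. The counts of *Per1*-/- against WT cells on days 0 and 2, and all those of WT cells against the libraries labelled *Per2*-/-, lie below that share. A fit to only the 6 libraries compared called 0 genes in 7 of the 9 comparisons (428 to 1565 genes at an unadjusted p under 0.05). For *Per1*-/- cells against the libraries labelled *Per2*-/- on day 4, the count was 266 with voom weights on the fragments and 18 with FPKM rescaled to a common sum.

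A gene was counted as common when it was called for *Per1*-/- cells against both WT cells and the libraries labelled *Per2*-/- and not between WT cells and the latter. There was 1 common gene on day 0, *Gm6685*, 1 on day 2, *Xaf1*, and 3 on day 4, *Xaf1*, *Gm6685*, and *Cndp2*. *Xaf1* (ENSMUSG00000040483, chromosome 11 from 72301629 to 72313733) was at 9.25 ± 2.31 FPKM (SD, n = 3) in *Per1*-/- cells, 1.87 ± 0.288 in WT cells, and 1.89 ± 0.47 in the libraries labelled *Per2*-/- on day 2. Its log2 fold change on day 2 was 2.23 against WT (standard error 0.332, adjusted p = 0.0191 from limma with Benjamini-Hochberg adjustment) and 2.24 against the libraries labelled *Per2*-/- (adjusted p = 0.00891). On day 4 it was 2.00 (adjusted p = 0.0295 from limma with Benjamini-Hochberg adjustment) and 1.75 (adjusted p = 0.017). *Xaf1* starts 3.21 Mb from the start of *Per1*. *Gm6685* (ENSMUSG00000032889, chromosome 11 from 28339104 to 28339867) starts 40.8 Mb from it. Its exons fill its whole span of 764 bases, and its value is uncertain where reads were shared with a related copy. On day 4 its log2 fold change was 2.16 against WT (standard error 0.32, adjusted p = 0.0179 from limma with Benjamini-Hochberg adjustment) and 2.39 against the libraries labelled *Per2*-/- (adjusted p = 0.0016). *Cndp2* (ENSMUSG00000024644, chromosome 18 from 84667470 to 84685633) was at 47.2 ± 5.98 FPKM (SD, n = 3) in *Per1*-/- cells, 28.2 ± 2.63 in WT cells, and 24.7 ± 2.5 in the libraries labelled *Per2*-/- on day 4. Its log2 fold change was 0.74 against WT (standard error 0.126, adjusted p = 0.0319 from limma with Benjamini-Hochberg adjustment) and 0.93 against the libraries labelled *Per2*-/- (adjusted p = 0.0016).

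With 1 library of the compared groups left out at a time, the log2 fold change against WT stayed between 2.04 and 2.36 for *Xaf1* on day 2, between 1.93 and 2.34 for *Gm6685* on day 4, and between 0.64 and 0.81 for *Cndp2* on day 4. The call of *Xaf1* against WT on day 2 was lost in all 6 of these fits and that on day 4 in 5 of 6. The call of *Gm6685* against WT on day 4 was lost in 4 of 6 and that of *Cndp2* in 5 of 6.

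**Figure D2:**
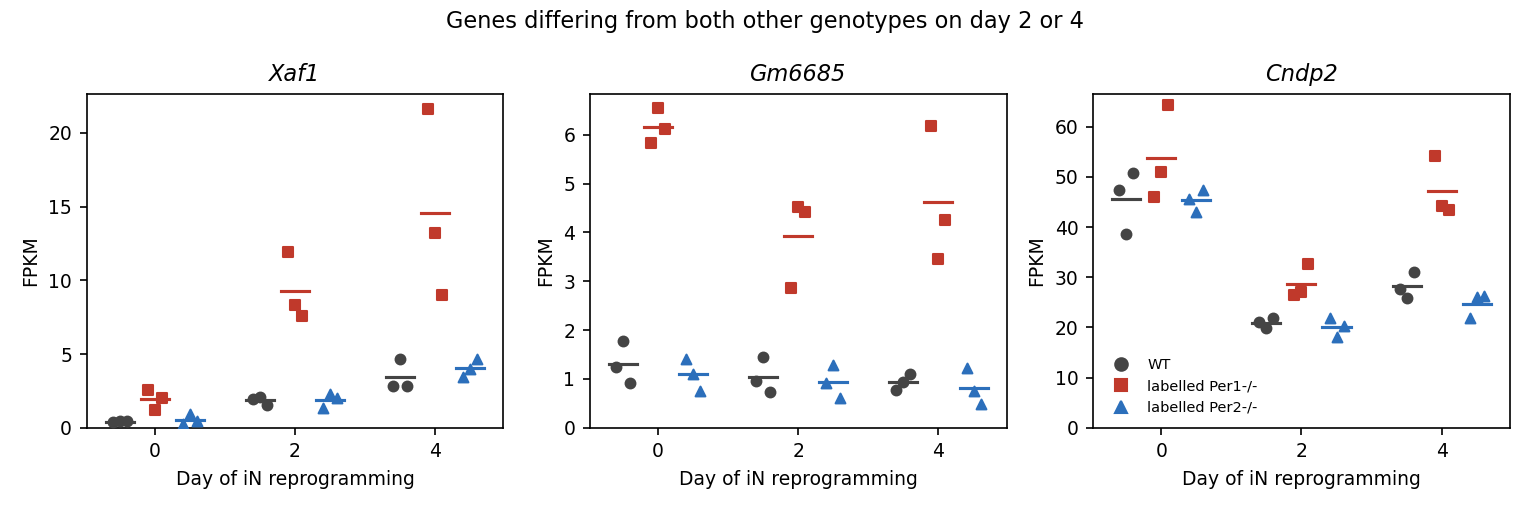
FPKM of *Xaf1*, *Gm6685*, and *Cndp2* on the y axes against the day of iN reprogramming, with 1 point per library and 1 line per mean of 3 libraries. On days 2 and 4, each of the 3 libraries of *Per1*-/- cells lies above the 6 other libraries of the day for all 3 genes.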

Specifically, more than 100 genes were commonly differentially expressed when *Per1*^*-/-*^ cells were compared with either WT cells or *Per2*^*-/-*^ cells each day (Fig 1D). 

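All common genes of days 2 and 4 were higher in *Per1*-/- cells. With an unadjusted p in place of the adjusted one at the same fold change, a setting chosen after the data were seen, 130 genes were common on day 2 and 185 on day 4. Of these, 106 were higher in *Per1*-/- cells on day 2 and 140 on day 4. Of 100 splits of the libraries into 3 groups, the real one included, 5 gave as many common genes on day 2 and 7 on day 4. The counts at this setting can thus not be told apart from chance differences between libraries. On day 0, 103 genes were common at this setting, of which 27 were higher and 76 lower in *Per1*-/- cells. The median log2 fold change of all tested genes between *Per1*-/- and WT cells was -0.01 on both days 2 and 4.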

Notably, a vast majority of differentially expressed genes were up-regulated in *Per1*^*-/-*^ cells (117/117 and 160/167 genes on days 2 and 4, respectively) (Fig 1E). 

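Enrichment was tested with 5 lists of genes written by hand before the data were examined (macrophage markers, complement, phagocytosis, lysosome, and inflammatory cytokines), which stand in for the Gene Ontology terms. Each list was tested by a two-sided Fisher's exact test against the 14932 tested genes, over 4 sets of genes up-regulated in *Per1*-/- cells (against WT cells and against the libraries labelled *Per2*-/-, on days 2 and 4), with Benjamini-Hochberg adjustment over the 20 tests. The 3 genes up-regulated against WT cells on day 4 contained 0 genes of any list, as did the 1 gene of day 2. Of the 66 genes up-regulated against the libraries labelled *Per2*-/- on day 4, 3 were among the 68 lysosome genes (odds ratio 10.8, Fisher's exact p = 0.00337, adjusted 0.0674) and 2 among the 46 phagocytosis genes (odds ratio 10.5, Fisher's exact p = 0.0176, adjusted 0.0986). None was among the 43 macrophage or the 19 complement genes. No enrichment passed an adjusted p of 0.05, and sets of 1 or 3 genes are too small to decide on enrichment.

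With up-regulation defined by an unadjusted p, as chosen after the data were seen, the sets were larger. The 223 genes against WT cells on day 4 held 12 of the 43 macrophage genes (odds ratio 26.9, Fisher's exact p = 9.34e-13, adjusted 3.74e-12) and 10 of the 46 phagocytosis genes (odds ratio 19.1, Fisher's exact p = 1.15e-09, adjusted 3.83e-09). They held 2 of the 68 lysosome genes (odds ratio 2.01, Fisher's exact p = 0.27). The 537 genes against the libraries labelled *Per2*-/- on day 4 held 33 of the 43 macrophage genes (odds ratio 94.2), 24 of the 46 phagocytosis genes (odds ratio 30.6), and 8 of the 68 lysosome genes (odds ratio 3.61). On day 2, the 164 genes against WT cells held 7 macrophage genes, 7 phagocytosis genes, and 2 genes of each other list, and the 459 genes against the libraries labelled *Per2*-/- held 40 macrophage, 28 phagocytosis, 8 complement, 7 lysosome, and 7 inflammatory genes. Genes of a list that share cells of origin vary together and are not independent, which these tests assume.

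When the limma p was adjusted over one list alone, no macrophage gene was called between *Per1*-/- and WT cells on day 2 or 4, with 0 of 43 on both days. Against the libraries labelled *Per2*-/-, 40 macrophage genes were called up-regulated in *Per1*-/- cells on day 2 and 29 on day 4, and 25 and 18 phagocytosis genes. The complement list gave 4 up-regulated and 1 down-regulated genes on day 2 and 3 up-regulated genes on day 4 against the libraries labelled *Per2*-/-, and 0 against WT cells. The lysosome list gave 2 up-regulated genes on day 2 and 5 up-regulated and 1 down-regulated on day 4 against the libraries labelled *Per2*-/-, and 0 and 1 up-regulated against WT cells. Adjusted over all tested genes, 0 macrophage genes were called in either comparison on either day. The macrophage list holds 9 of the 10 genes that the paper names from these data, all but *Ctsc*.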

The up-regulated genes were enriched with those involved in immune response, phagocytosis, and lysosome (Fig 1F). We focused on 80 genes that were up-regulated on both days (Fig 1E, red), which were reproducibly up-regulated in all biological triplicates (S2C Fig). They were also enriched with genes relevant to innate immunity, phagocytosis, and pro-inflammatory cytokines (TNF and IL-6) (S2D Fig) with a strong representation of macrophage genes (Figs 1G and S2E). They included genes relevant to surface markers for macrophages (*CD11b*, *F4/80*, and *Csfr1* encoding M-CSF receptor), the complement system, and phagocytosis.

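*Xaf1* alone was called up-regulated in *Per1*-/- cells against both other groups on both days. At the unadjusted p chosen after the data were seen, 47 genes were up-regulated on both days. They included 4 of the 43 macrophage genes, *Adgre1*, *Mrc1*, *Cd14*, and *Fcgr2b*, the last 3 named after their values were seen. On day 2, the 3 libraries of *Per1*-/- cells lay above all 6 other libraries for 44 of the 47 genes, and for 44 on day 4. Chance parts 3 libraries from 6 in this way, in either direction, for 2.38% of genes, but these genes were selected for the difference. Of the 47 genes, 10 lie within 20 Mb of *Per1* on chromosome 11, a window that holds 507 of the 14932 tested genes (two-sided Fisher's exact p = 3.11e-06, a test chosen after the genes were seen).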

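For each library, the log2 values of the tested genes of a list were averaged, and *Per1*-/- libraries were compared with the 6 other libraries of the day in a two-sided exact permutation test over 84 assignments, which gives no p below 0.0119. These tests were chosen after the data were seen, and their p was adjusted over the 15 tests of 5 lists and 3 days. The macrophage list was 1.17 higher in *Per1*-/- cells on day 2 (exact permutation p = 0.0119, adjusted 0.0298) and 1.16 higher on day 4 (exact permutation p = 0.0119, adjusted 0.0298). On both days all 3 libraries of *Per1*-/- cells lay above the other 6, and all 43 genes had a higher mean in *Per1*-/- cells than in WT cells and in the libraries labelled *Per2*-/-. On day 0 the difference was 0.39 (exact permutation p = 0.56, adjusted 0.646), within the spread of the *Per1*-/- replicates (SD 1.22). The phagocytosis list was 0.74 higher on day 2 (exact permutation p = 0.0119, adjusted 0.0298) and 0.73 higher on day 4 (exact permutation p = 0.0119, adjusted 0.0298). The complement list was 0.66 higher on day 2 (exact permutation p = 0.0119, adjusted 0.0298) and 0.42 higher on day 4, where 1 of the 3 libraries lay above all others (exact permutation p = 0.0476, adjusted 0.0794). The lysosome list was 0.22 higher on day 2 (exact permutation p = 0.0238, adjusted 0.0446) and 0.21 higher on day 4 (exact permutation p = 0.0238, adjusted 0.0446).

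*Tnf* (ENSMUSG00000024401) was at 2.06 ± 0.651 FPKM (SD, n = 3) in *Per1*-/- cells, 0.971 ± 0.352 in WT cells, and 0.776 ± 0.264 in the libraries labelled *Per2*-/- on day 2, a log2 fold change of 1.03 against WT (standard error 0.615, adjusted p = 0.999 from limma with Benjamini-Hochberg adjustment). On day 4 *Tnf* was at 2.09 ± 1.25, 1.3 ± 0.368, and 0.916 ± 0.0609 FPKM in the same groups (SD, n = 3). On day 2 each of the 3 libraries of *Per1*-/- cells lay above the other 6, and on day 4 1 of them was the lowest of the 9. *Il6* (ENSMUSG00000025746) had a mean of 0.456 FPKM over the 27 libraries and was not tested. On days 2 and 4 no library held more than 12 *Il6* fragments, and whether it differed between genotypes was left open.

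**Figure D3:**
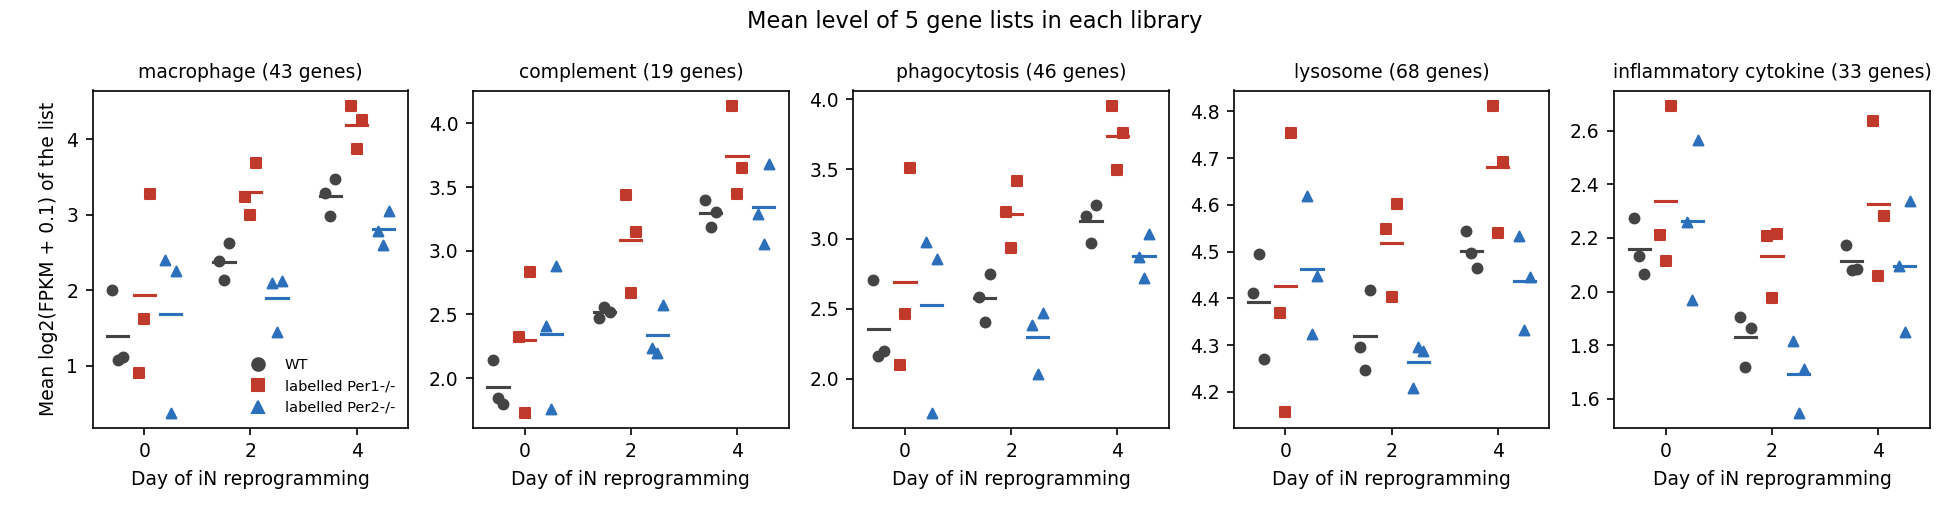
Mean log2(FPKM + 0.1) of the genes of 5 lists on the y axes against the day of iN reprogramming, with 1 point per library and 1 line per mean of 3 libraries. On days 2 and 4, the macrophage and phagocytosis lists are higher in each of the 3 *Per1*-/- libraries than in the other 6, and on day 0 the groups overlap.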

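The 3 surface markers, *Itgam* (CD11b), *Adgre1* (F4/80), and *Csf1r* (M-CSF receptor), were measured in the same libraries. *Adgre1* (ENSMUSG00000004730) was at 44.8 ± 8.58 FPKM (SD, n = 3) in *Per1*-/- cells, 21.4 ± 3.05 in WT cells, and 16.0 ± 3.19 in the libraries labelled *Per2*-/- on day 4. Its log2 fold change was 1.05 against WT (standard error 0.493, adjusted p = 0.799 from limma with Benjamini-Hochberg adjustment) and 1.48 against the libraries labelled *Per2*-/- (adjusted p = 0.175). *Csf1r* (ENSMUSG00000024621) had log2 fold changes of 1.07 (standard error 0.527, adjusted p = 0.821 from limma with Benjamini-Hochberg adjustment) and 1.62 (adjusted p = 0.165). *Itgam* (ENSMUSG00000030786) had 0.85 (standard error 0.525, adjusted p = 0.917 from limma with Benjamini-Hochberg adjustment) and 1.12 (adjusted p = 0.362). The complement genes *C1qa*, *C1qb*, and *C1qc* had log2 fold changes of 1.28, 1.06, and 1.15 against WT, and of 1.91, 1.67, and 1.74 against the libraries labelled *Per2*-/-, on day 4. *Tlr13*, *Fcgr1*, and *Cybb* had 0.94, 1.26, and 1.17 against WT and 1.36, 1.42, and 1.64 against the libraries labelled *Per2*-/-. None of these 9 genes had an adjusted p of at most 0.05 in limma in either comparison. *Ctsc* (ENSMUSG00000030560) was called against the libraries labelled *Per2*-/-, with a log2 fold change of 1.59 on day 4 (standard error 0.231, adjusted p = 0.00224 from limma with Benjamini-Hochberg adjustment) and 1.20 on day 2 (adjusted p = 0.0481), but not against WT (0.99 on day 4, adjusted p = 0.334). On day 4, every *Per1*-/- library lay above all 6 others for each of the 10 genes, and on day 2 for 9 of them, all but *Itgam*. Chance gives this separation, in either direction, for 2.38% of genes, and these genes were named by the paper from the same libraries. On day 0 it held for 0 of the 10, and the 3 *Per1*-/- libraries ranged from 2.75 to 14.2 FPKM for *Adgre1*. The limma errors use one spread per gene over all 9 groups, so the scatter of day 0 replicates enters those of day 4. With voom weights, *Adgre1*, *C1qa*, *C1qb*, *C1qc*, *Fcgr1*, and *Cybb* were also called against the libraries labelled *Per2*-/- on day 4. A fit to only the 6 libraries compared called *Adgre1*, *Csf1r*, *C1qa*, *C1qb*, *C1qc*, *Tlr13*, and *Cybb* there. That kind of fit called no gene against WT cells on day 4.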

### Inflammatory genes are activated in *Per1*^*-/-*^ macrophages

To explore potential cellular diversity during iN reprogramming, we performed single-cell RNA sequencing (scRNA-seq) of cells on days 4, 7, and 10 of the 3 genotypes. We captured 10,623 cells on average from each sample and obtained 72,767 average reads per cell, which allowed us to analyze 4,418 genes per cell at median. Uniform manifold approximation and projection (UMAP) identified 6 cell type clusters, including neurons, fibroblasts, and macrophages (Figs 2A, 2B, and S3A). The most abundant population was fibroblasts that were not reprogrammed, occupying up to 71% of the total cells depending on the day (Fig 2C). This was followed by gradually decreased neurons and increased macrophages over the culture period. Note that neurons were defined by a set of marker genes, not by βIII tubulin or MAP2 alone. The expression levels of BAM (including the transduced and endogenous transcripts) and 3 neuronal markers (*Tubb3* for βIII tubulin, *Mapt* for Tau, and *Map2*) in each cell were similar between the 3 genotypes each day except for lower levels of some genes in WT neurons on day 10 (Fig 2D).

**Fig 2:**
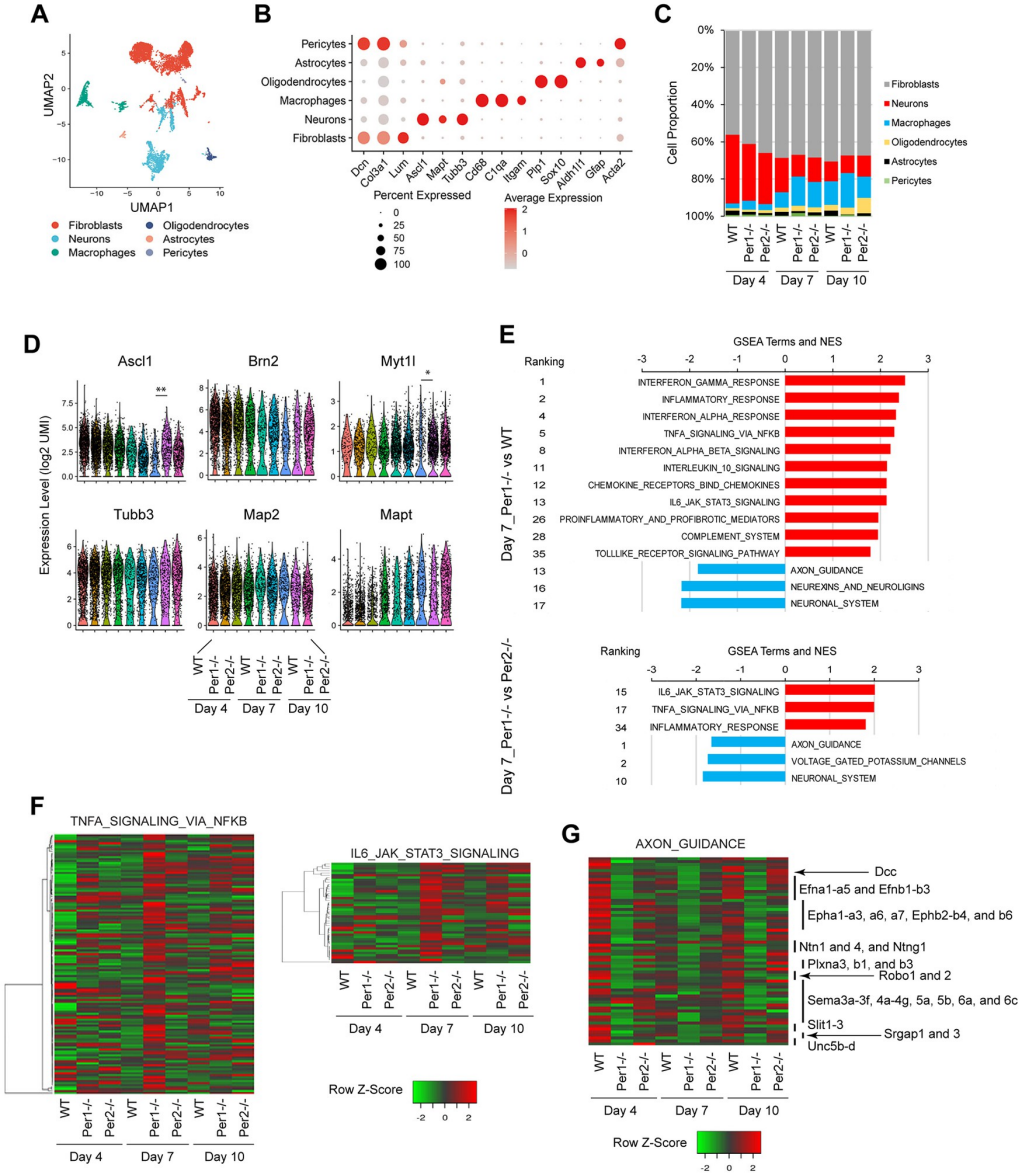
scRNA-seq analyses of iNs and other cells. (A) UMAP combining all 9 samples: WT, *Per1*^*-/-*^, and *Per2*^*-/-*^ cells on days 4, 7, and 10. (B) Dot plot showing top 3 marker genes in each cluster. (C) Temporal profiles of the proportions of 6 clusters. (D) Violin plots depicting the expression levels of neuronal genes in neuronal clusters. (E) GSEA of more highly (red) or lowly (blue) represented genes in *Per1*^*-/-*^ macrophages than in WT and *Per2*^*-/-*^ macrophages on day 7. (F) Heatmaps of the genes in the TNFα and IL-6 signaling pathways up-regulated in *Per1*^*-/-*^ cells in (E). (G) Heatmap of axon guidance genes common to the top and bottom panels in (E).* *p* < 0.05 and ** *p* < 0.01 with exact negative binomial test for differential gene expression. *n* = 1 for each sample. GSEA, Gene Set Enrichment Analysis; iN, induced neuron; scRNA-seq, single-cell RNA sequencing; UMAP, uniform manifold approximation and projection; WT, wild-type.

We anticipated that many neuronal genes were expressed at lower levels in *Per1*^*-/-*^ neurons than in WT and *Per2*^*-/-*^ neurons. However, Gene Set Enrichment Analysis (GSEA) of the neuronal clusters did not reveal *Per1*^*-/-*^ cell-specific down-regulation of neuronal genes compared with other genotypes, except for down-regulation of neuronal system genes in comparison to *Per2*^*-/-*^ neurons on days 7 and 10 (S3B Fig, blue). We also noted up-regulation of genes related to inflammatory cytokines (response to INFα, INFγ, and TNFα) in *Per1*^*-/-*^ neurons (S3B Fig, red), which could correspond to the up-regulation of inflammatory genes on days 2 and 4 found in the bulk RNA-seq. 

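In the bulk RNA-seq, 33 of the 46 genes of the inflammatory cytokine list passed the filter on low values. None was called between *Per1*-/- and WT cells on day 2 or 4. Against the libraries labelled *Per2*-/-, 1 of the 33 was among the 9 genes up-regulated in *Per1*-/- cells on day 2 (odds ratio 58.2, Fisher's exact p = 0.0197, adjusted 0.0986) and 2 were among those of day 4 (odds ratio 15.0, Fisher's exact p = 0.0093, adjusted 0.093). With the limma p adjusted over the list alone, 0 genes on day 2 and 1 on day 4 were called up-regulated against WT cells, and 1 and 3 against the libraries labelled *Per2*-/-. The mean of the list was 0.37 higher in *Per1*-/- cells than in the other 6 libraries on day 2, with all 3 libraries above the others (exact permutation p = 0.0119, adjusted 0.0298). On day 4 it was 0.22 higher, with 1 of 3 libraries above the others (exact permutation p = 0.214, adjusted 0.321). *Tlr2* (ENSMUSG00000027995) was at 9.92 ± 2.1 FPKM (SD, n = 3) in *Per1*-/- cells, 6.51 ± 1.3 in WT cells, and 5.64 ± 1.64 in the libraries labelled *Per2*-/- on day 4, a log2 fold change of 0.60 against WT (standard error 0.247, adjusted p = 0.72 from limma with Benjamini-Hochberg adjustment). *Ccl2* (ENSMUSG00000035385) was at 7.25 ± 3.61 FPKM (SD, n = 3), 5.13 ± 2.33, and 8.14 ± 7.96 in the same groups, a difference within the spread of the replicates. For *Tlr2*, each of the 3 *Per1*-/- libraries lay above the other 6 on day 2 (at least 4.01 against at most 3.83 FPKM). The same held on day 4 (at least 7.89 against at most 7.58). *Clec4e*, under the filter, was set apart in this way on day 4 but not on day 2, and *Cxcl13* and *Marco* on neither day. The bulk values are averages over all cells of a culture and do not separate neurons from macrophages.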

The neuronal cluster could be divided into 11 subclusters based on gene signatures but the division did not correspond to the expression of any specific neurotransmitters (S3C and S3D Fig). Similarly, the macrophage cluster was segregated into 8 subclusters but they were not related to the pro-inflammatory M1 or anti-inflammatory M2 polarization (activation) (S4A and S4B Fig); thus, the subclustering was not informative to dissect the differences between the 3 genotypes.

GSEA of days 4 and 7 macrophages revealed overrepresentation of inflammatory pathway genes related to IFNα, IFNγ, TNFα, IL-6, IL-10, and chemokines in *Per1*^*-/-*^ cells, which disappeared on day 10, indicating that the activation of the inflammatory genes was a temporary event (Figs 2E, 2F, and S4C). Another notable finding was the lower expression of axon guidance genes in *Per1*^*-/-*^ macrophages than in macrophages of other genotypes on all 3 days. The detected 63 axon guidance genes covered several central gene families in this category, such as the families of Ephrins (*Efn*) and their receptors (*Eph*), Netrins (*Ntn*) and their receptors Dcc and Unc5s, Semaphorins (*Sema*) and their receptors Plexins (*Plxn*), Slits (*Slit*) and their receptors Robos (*Robo*), and Slit-Robo Rho GTPase Activating Proteins (*Srgap*) (Fig 2G). Macrophages are known to express these proteins but the net result of the loss of these proteins would be complex since some of them attract while others repel growth cones depending on the context [18]. In summary, macrophages could have 2 functions—inflammatory activation and axon guidance—during iN reprogramming.

### Macrophages inhibit iN reprogramming

We next focused on the roles of macrophages in iN reprogramming. Flow cytometry with 2 surface markers CD11b and F4/80 revealed a 2- to 3-fold increase in the macrophage fraction from around 5% to 10%–15% over the course of 10 days of reprogramming in all 3 genotypes (Fig 3A and 3B, top). The higher increase of macrophages in the *Per1*^*-/-*^ culture than in the cultures of other genotypes (6% higher on day 10) might contribute to the lower efficiency of reprogramming. The increase in the macrophage fraction could be due to maturation of macrophages and/or proliferation (see below for more details).

**Fig 3:**
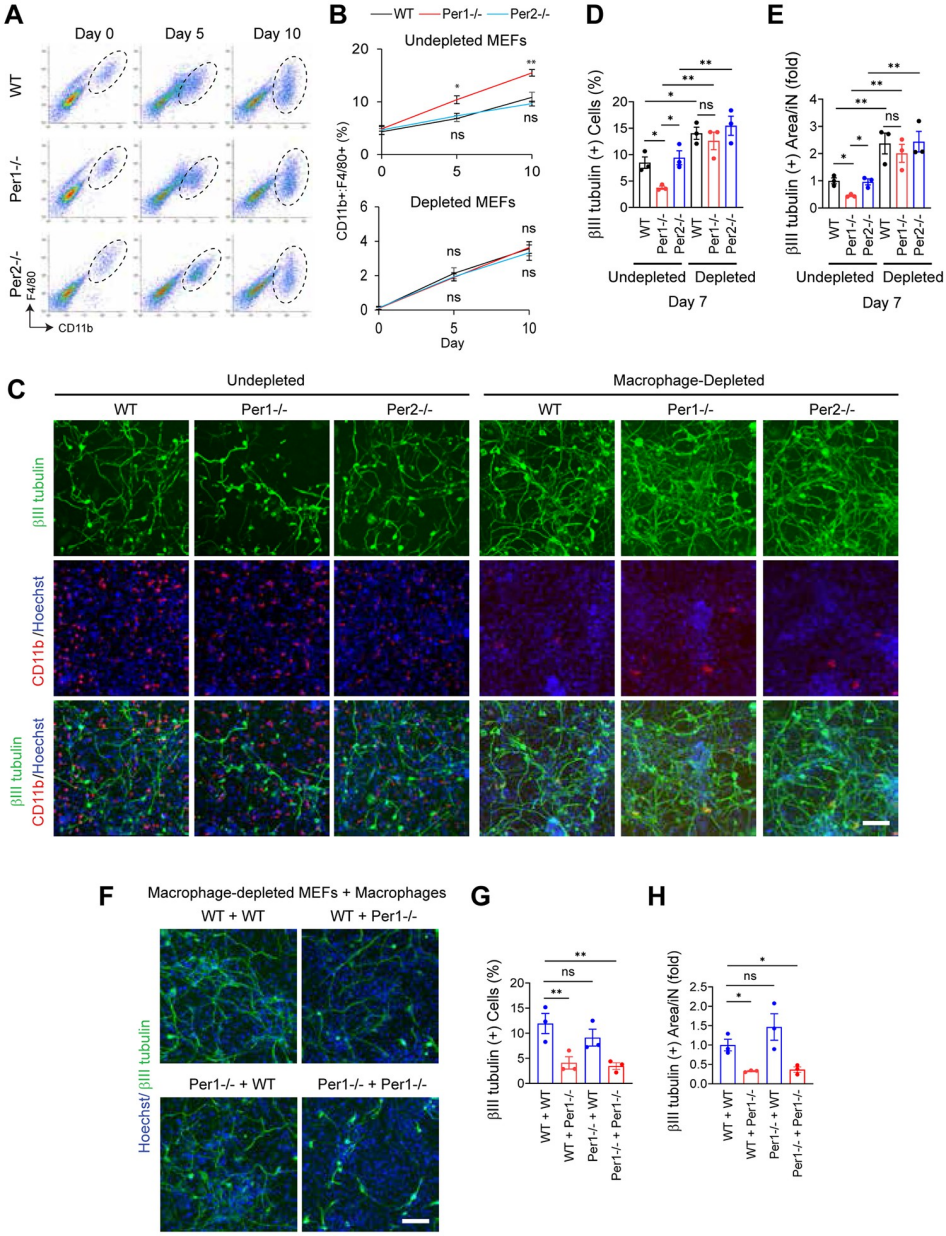
Inhibition of iN reprogramming by macrophages. (A) Flow cytometry to quantify macrophage fractions with CD11b and F4/80 antibodies. (B) Temporal profiles of macrophage fractions in undepleted (top) and macrophage-depleted (bottom) MEFs during iN reprogramming. (C) Immunofluorescence staining of iNs with antibodies against βIII tubulin and CD11b on day 7. (D) Percentage of βIII tubulin (+) cells related to (C). (E) βIII tubulin (+) neurite area in each βIII tubulin (+) cell related to (C). The value with undepleted WT cells was defined as 1.0. (F) Immunofluorescence staining of iNs with βIII tubulin antibody on day 7 after mixing macrophage-depleted MEFs (before “+”) and macrophages (after “+”) of the 2 genotypes each. (G) Percentage of βIII tubulin (+) cells related to (F). (H) βIII tubulin (+) neurite area in each βIII tubulin (+) cell related to (F). * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test; ns indicates statistically not significant. All data were based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data. iN, induced neuron; MEF, mouse embryonic fibroblast; WT, wild-type.

To understand whether macrophages inhibited or promoted iN reprogramming, we immunologically depleted them from MEFs to less than 1% before making iNs. The macrophage fraction still increased during reprogramming after depletion but remained <4% (Fig 3B, bottom and S5A Fig). The depletion increased the number of iNs (defined by the expression of βIII tubulin or MAP2) and the neurite area per iN in all 3 genotypes. Most notably, the number of *Per1*^*-/-*^ iNs was increased by 2- to 3-fold and the neurite area per iN by 5- to 8-fold depending on the neuronal markers, making them indistinguishable from WT iNs (Figs 3C–3E and S5B–S5D). This is evidence of an inhibitory effect of macrophages of all genotypes. As a side note, some macrophages were closely associated with neurites but functional consequences of this association remain unknown (Fig 3C).

In a complementary study, we added back WT or *Per1*^*-/-*^ macrophages with >95% purity (S5E and S5F Fig) to macrophage-depleted MEFs of each genotype at the 1:9 ratio for the reprogramming assay. *Per1*^*-/-*^ macrophages decreased iNs and neurites regardless of the genotypes of the depleted MEF partner compared with WT macrophages (Figs 3F–3H and S5G–S5I). On the other hand, the genotype of the depleted MEFs did not affect the reprogramming efficiency. In summary, iN reprogramming was inhibited by contaminating macrophages in all genotypes and this inhibitory effect was amplified by *Per1* depletion.

Next, we revisited the increase in the macrophage fractions during the reprogramming (Fig 3B). This time we incubated the cells with EdU for 24 h to detect slowly proliferating macrophages (doubling time of >5 days for *Per1*^*-/-*^ macrophages based on Fig 3B, top). This longer incubation revealed EdU uptake in up to 5% of the cells until day 10; there was no statistically significant difference between each genotype (S6A Fig). However, co-staining of EdU and CD11b showed that macrophages represented a higher fraction within the EdU (+) population in the *Per1*^*-/-*^ culture compared with other genotypes on day 10 (S6B and S6C Fig). Related to this, a higher fraction of *Per1*^*-/-*^ macrophages incorporated EdU in comparison to other genotypes on the same day (S6D Fig). Thus, proliferation appeared to have contributed to the increased macrophage fractions in all 3 genotypes during the reprogramming, which was promoted by *Per1* depletion.

Despite the slow cell proliferation, the total cell number did not change during iN reprogramming (S1F Fig). To understand the reason for this discrepancy, we applied TUNEL staining and found that up to 2% of the cells were undergoing apoptosis in all 3 genotypes (S6E and S6F Fig, undepleted). The balance between cell proliferation and apoptosis appeared to have maintained the constant cell number in the culture. We next tested whether *Per1*^*-/-*^ non-macrophage population contained more apoptotic cells than WT and *Per2*^*-/-*^ counterparts to explain the similar total cell number across all 3 genotypes despite more active proliferation of *Per1*^*-/-*^ macrophage (S1F Fig). However, there was no statistically significant difference in the TUNEL (+) fractions between undepleted and macrophage-depleted MEFs in all 3 genotypes during the reprogramming (S6F Fig). It was possible that the <6% difference in the abundance of macrophages between the *Per1*^*-/-*^ culture and the rest (Fig 3B, top, day 10) was too subtle to make a detectable difference in the total cell number. We also attempted to quantify apoptotic non-macrophage cells by co-staining of TUNEL and CD11b but the TUNEL staining quenched the CD11b signal, precluding the double staining.

### MEFs support macrophage proliferation and maturation as feeder cells

Although macrophage fractions increased by up to 2-fold during the initial 5 days of iN reprograming, some macrophage genes were up-regulated more than 2-fold in the bulk RNA-seq analysis during this period, suggesting that the cells were undergoing maturation as well (S2E Fig versus Fig 3B). 

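Of the 43 tested macrophage genes, the number that rose more than 2-fold from day 0 to day 4 with an adjusted p of at most 0.05 in limma was 33 in WT cells, 38 in *Per1*-/- cells, and 21 in the libraries labelled *Per2*-/-. The 21 genes of the latter also passed in both other genotypes. With the p adjusted over the list alone, the numbers were 34, 38, and 20. The median log2 fold change of the 43 genes was 1.86, 2.29, and 1.17. Same-numbered libraries of a genotype deviated together over the days (mean correlation 0.123 over pairs of days), and with the genotype and replicate number as a block the numbers were 36, 39, and 24. A pseudocount of 1 gave 30 in WT cells and 16 in the libraries labelled *Per2*-/-, and the fits that each left out 1 library gave as few as 29 and 9. *Ctsc* fell by 0.56 on the log2 scale in WT cells (adjusted p = 0.041 from limma with Benjamini-Hochberg adjustment) and fell by 1.02 in the libraries labelled *Per2*-/-, and rose by 0.32 in *Per1*-/- cells (adjusted p = 0.236). The *Per2* transcript was not lower in the libraries labelled *Per2*-/- and does not decide their label, so the lower number there is that of libraries with that label. Whether *Per1*-/- cells changed more than WT cells was tested by an interaction contrast, which called 0 genes on day 2 (306 at an unadjusted p under 0.05) and 0 on day 4 (500 at an unadjusted p under 0.05), as it did with the block (510 and 781). From macrophage genes rising more than the macrophage fractions did, the paper proposes that the cells were also maturing.

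**Figure D4:**
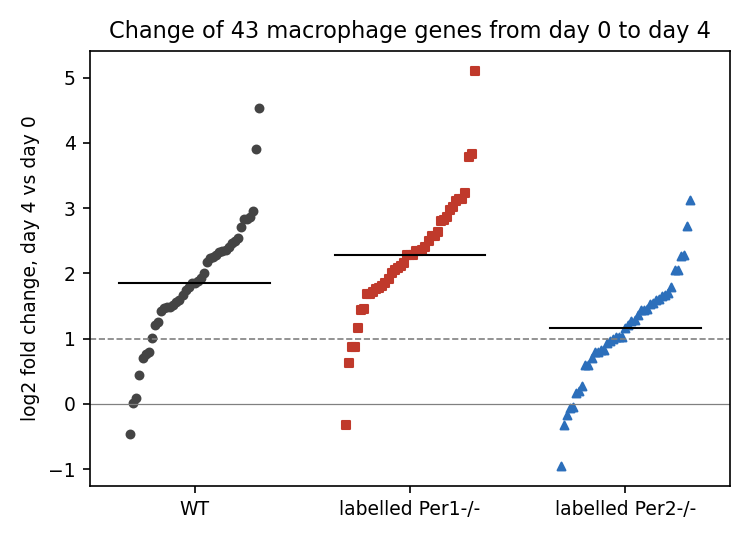
Log2 fold change from day 0 to day 4 on the y axis for the 43 tested macrophage genes, ordered by size within each genotype, with 1 point per gene and a line at the median (1.86, 2.29, and 1.17). The dashed line marks a 2-fold change. Most genes of each group lie above 0.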

We investigated several candidates that caused an increase in the macrophage fractions and up-regulation of macrophage genes. The first candidate was the BAM viruses but the presence or absence of the viruses did not affect macrophage fractions in *Per1*^*-/-*^ cells (Fig 4A and 4B, condition 1 versus 2). Five macrophage marker genes were up-regulated on days 5 and 10 compared with day 0 in all 3 genotypes but the levels of up-regulation were also indistinguishable between the presence and absence of the viruses (S7A Fig). Second, the well-known macrophage activator endotoxin was undetectable (<0.01 EU/ml) in the culture medium with ELISA on days 0, 5, and 10 in the 3 genotypes. Third, complement in the fetal bovine serum (FBS) could also have activated macrophages but MEFs were cultured with heat-inactivated serum from the beginning; serum was not included in the N3 medium during iN reprogramming. Fourth, we systematically depleted each component from the N3 medium without BAM and applied the cells to flow cytometry and PCR (Fig 4A, conditions 3 to 10). Macrophage fraction was not affected by any of the depletions (Fig 4B, conditions 3 to 10 and S7B Fig). Additionally, up-regulation levels of some macrophage genes were not changed by the depletions (S7C Fig); thus, N3 components were not responsible for macrophage proliferation or maturation.

**Fig 4:**
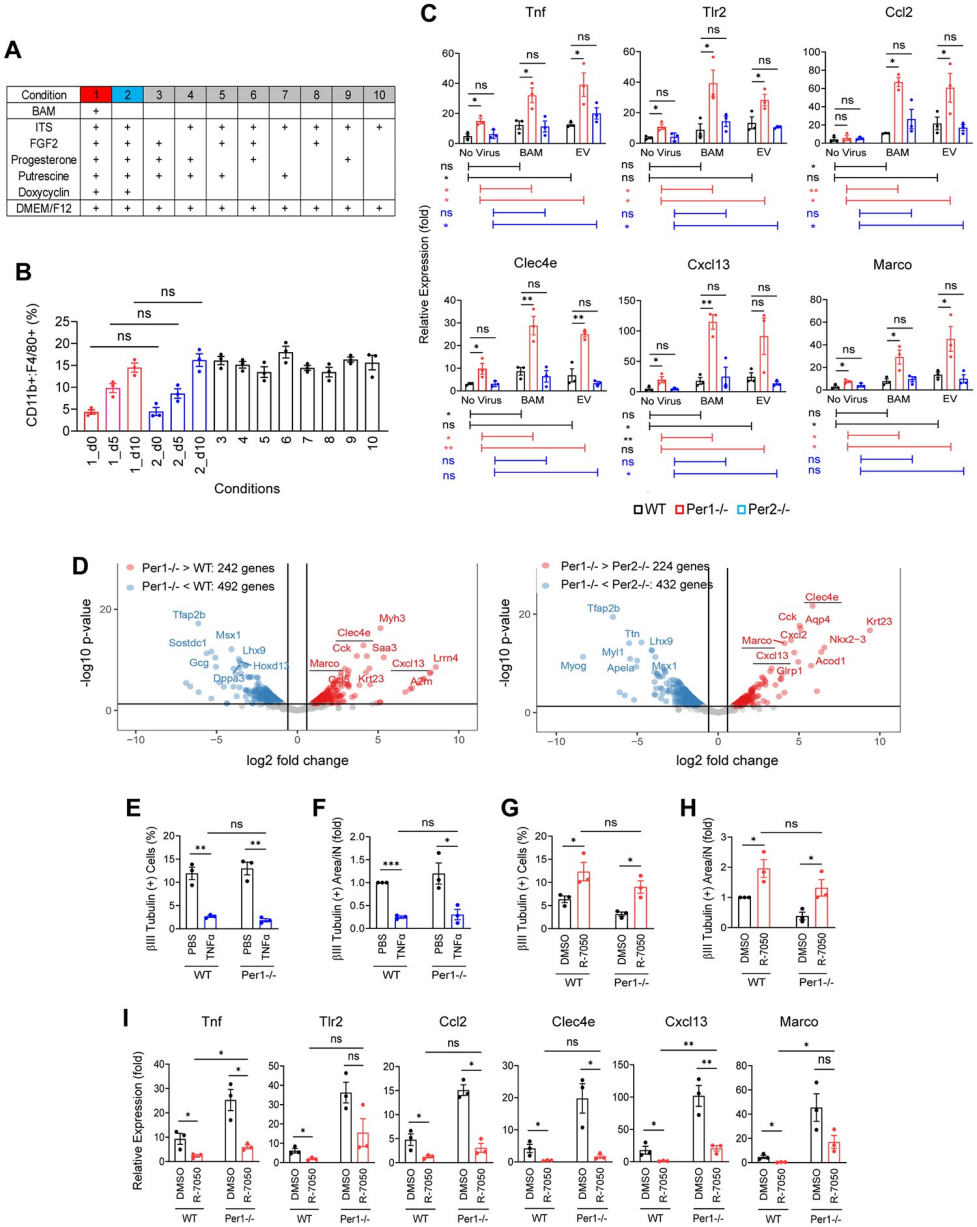
Analyses of the increased macrophage fractions and up-regulation of macrophage genes. (A) A list of the components in the N3 medium selectively used to culture MEFs under 10 conditions. (B) Macrophage fractions after culture of *Per1*^*-/-*^ MEFs under the conditions in (A) for the indicated days (conditions 1 and 2) and 10 days (conditions 3–10). There was no statistically significant difference between condition 1 on day 10, condition 2 on day 10, and conditions 3 to 10. (C) PCR of TNFα pathway genes (top) and other inflammatory genes (bottom) on day 7 after culture without virus, with BAM viruses, and with EV virus. The values with WT cells without virus on day 0 were defined as 1.0. (D) Volcano plots of scRNA-seq data on day 7. The underlined 3 genes were studied in (C). (E) Fractions of βIII tubulin (+) cells on day 10 after culture with 2 ng/ml TNFα. (F) βIII tubulin (+) area per iN in (E). The value with PBS and WT cells was defined as 1.0. (G) Fractions of βIII tubulin (+) cells on day 10 after culture with 100 nM R-7050. (H) βIII tubulin (+) area per iN in (G). The value with DMSO and WT cells was defined as 1.0. (I) PCR of TNFα pathway genes and inflammatory genes. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test (C) or with two-tailed *t* test (B and E–I); ns indicates statistically not significant. All data were based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data. EV, empty vector; iN, induced neuron; MEF, mouse embryonic fibroblast; scRNA-seq, single-cell RNA sequencing; WT, wild-type.

Finally, we tested whether non-macrophage cells in the MEF culture stimulated macrophages serving as feeder cells. Indeed, purified macrophages did not proliferate (S7D Fig) or up-regulate selected genes when cultured in the N3 medium without BAM for 9 days (S7E Fig). Mouse microglia reach complete maturation by 1 month after birth and their survival and maturation are dependent on M-CSF (a main driver for macrophage proliferation and differentiation), IL-34, and other cytokines secreted by neurons, microglia, and astrocytes [19]. The mRNA level of *Il34* was very low (<15 counts per million reads or CPM) with the scRNA-seq analysis. ELISA detected <2 ng/ml M-CSF in the supernatant between day 0 and 10 in all genotypes (S7F Fig) but this concentration range was not sufficient to induce proliferation (S7G Fig) or maturation of purified macrophages (S7H Fig). Combined effects of these and other cytokines are likely to contribute to macrophage proliferation and maturation.

During these studies, we also found that an addition of FBS to the N3 medium masked maturation and an increase in the macrophage fractions. While total cell numbers increased, macrophage fractions remained low in the presence of FBS (S8A and S8B Fig). Up-regulation of 5 macrophage genes was also undetectable in the presence of FBS (S8C Fig). These results could be due to more preferential proliferation of non-macrophages cells and/or active suppression of macrophages by FBS. These findings could explain why maturation and proliferation of macrophages were not evident during culture in DMEM with 10% FBS prior to the iN reprogramming assay.

### Autocrine TNFα activates macrophages inhibiting iN reprogramming

To understand why *Per1*^*-/-*^ macrophage were more inhibitory than other macrophages, we focused on the genes up- or down-regulated specifically in *Per1*^*-/-*^ macrophages in the scRNA-seq data. They included up-regulated genes in the IL-6, IL-10, IFNα, IFNγ, and TNFα pathways (Figs 2E and S4C). Expression levels of these cytokine genes were very low (<3 CPM) across all cell types except for *Tnf* (encoding TNFα), which was almost exclusively expressed in macrophages in scRNA-seq (S1 Table). TNFα, one of the best characterized autocrine inflammatory activators of macrophages, and 2 downstream genes *Tlr2* (Toll like receptor 2) and *Ccl2* (C-C motif chemokine ligand 2) were up-regulated without virus and more highly with BAM or empty virus on day 7 compared with day 0 (Fig 4C). The virus-induced up-regulation was more prominent with *Per1*^*-/-*^ cells than others. Moreover, 3 inflammatory genes particularly highly up-regulated in *Per1*^*-/-*^ macrophages (*Clec4e*, *Cxcl13*, and *Marco*) in scRNA-seq exhibited a similar trend (Fig 4C and 4D).

The TNFα concentration in the culture supernatant was <2 ng/ml during iN programming with *Per1*^*-/-*^ MEFs (S8D Fig). When we added 2 ng/ml TNFα to the reprogramming assay with macrophage-depleted MEFs of WT and *Per1*^*-/-*^, the number of iNs decreased and neurite development was severely inhibited regardless of the genotype (Fig 4E and 4F). This finding indicated that TNFα could substitute for the inhibitory role of macrophages. In a complementary study, we inhibited TNFα by adding the receptor antagonist R-7050 to undepleted MEFs because knockdown by shRNA was inefficient with macrophages. The inhibitor increased iNs and neurite development with both genotype cells, making WT and *Per1*^*-/-*^ iNs similar (Fig 4G and 4H). The inhibitor also down-regulated the TNFα-related genes and inflammatory genes although some genes remained more highly expressed in *Per1*^*-/-*^ cells than in WT cells (Fig 4I). The numbers of total cells and the fractions of macrophages were not affected by these treatments (S8E and S8F Fig). These results highlight TNFα as a major player for the macrophage-induced inhibition of iN reprogramming with both WT and *Per1*^*-/-*^ MEFs. The stronger inhibition by *Per1*^*-/-*^ macrophages could be due to the higher expression level of *Tnf* but additional inhibitor(s) secreted by macrophages could also be contributing. For example, the decreased axon guidance proteins mentioned above could be playing additional roles.

To understand whether the higher maturation of *Per1*^*-/-*^ macrophages induced by the feeder cells reflected general hypersensitivity of the cells, we induced polarization of purified macrophages into the M1 and M2 states comparing the 3 genotypes. Macrophages are commonly polarized into the M1 or M2 state by IFNγ and lipopolysaccharide (LPS) or by IL-4, respectively, although many intermediate states coexist in reality [20]. This experiment revealed that *Per1*^*-/-*^ macrophages were more prone to be polarized to the M1 state than WT and *Per2*^*-/-*^ cells as demonstrated by higher up-regulation of 4 marker genes, whereas marker genes for the M2 state did not show a consistent trend (Fig 5A). Thus, the higher maturation by the feeder cells, the stronger responses to the viruses, and the more prominent M1 polarization by the inflammatory stimuli all appear to reflect a general hypersensitive state of macrophages created by *Per1* depletion. As a reference, expression levels of the 8 polarization markers, except for *tnf*, were all very low (<2 CPM) in the scRNA-seq data, suggesting that macrophages were not polarized into typical M1 or M2 states during iN reprogramming.

**Fig 5:**
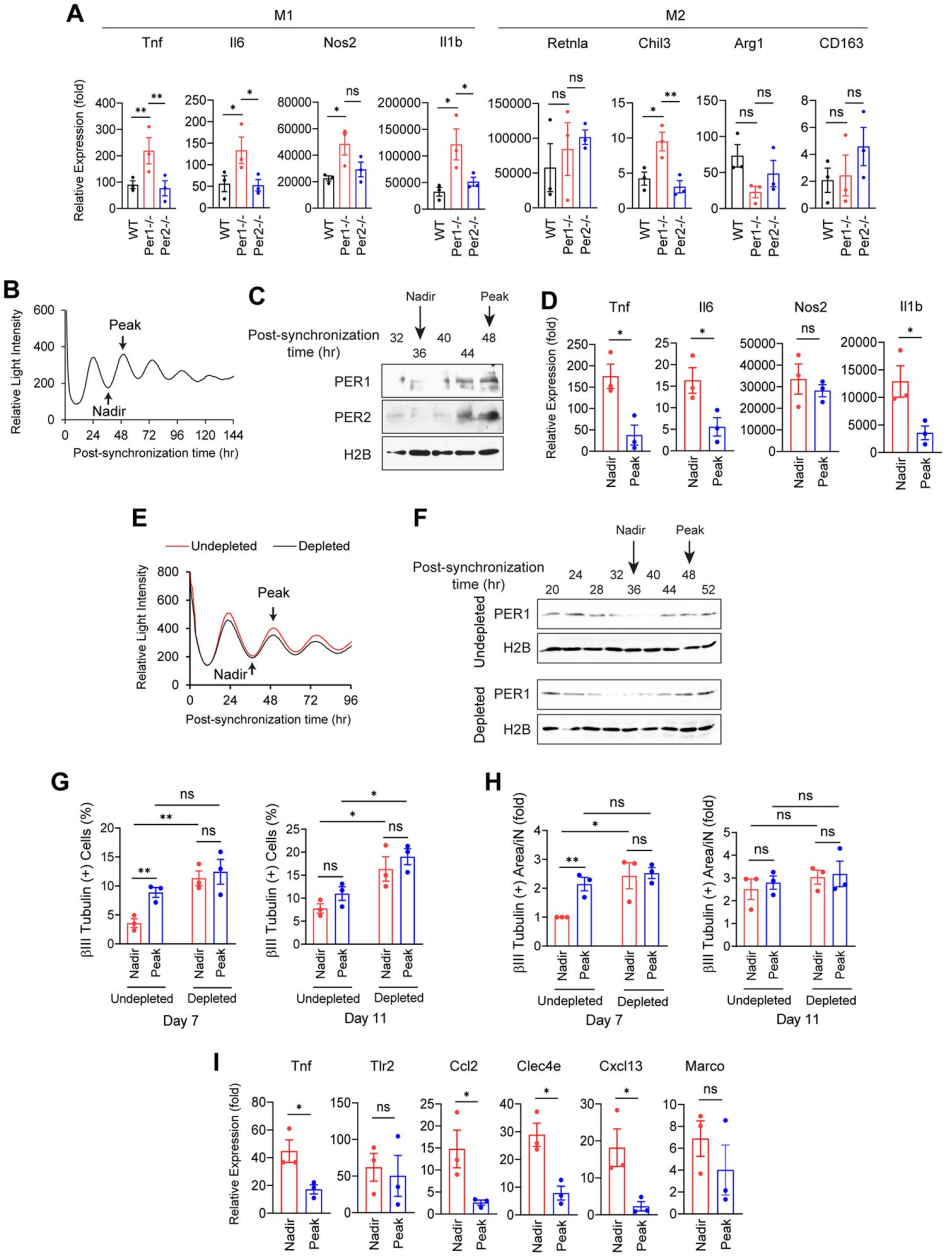
Hypersensitivity of macrophages caused by *Per1* depletion. (A) PCR of marker genes for M1 and M2 polarizations of macrophages. The value with WT cells without stimulations was defied as 1.0. The M1 polarization was induced by INFγ for 12 h followed by LPS for 4 h; M2 polarization by IL-4 for 24 h. (B) Luciferase activity of *Per2*::*Luc* macrophages after synchronization with dexamethasone between -1 and 0 h. (C) Western blotting demonstrating the expression of PER1 and PER2 in synchronized macrophages. Histone H2B was used as the loading control. (D) PCR of M1 marker genes after an addition of IFNγ at the nadir or peak in (B) followed by LPS. (E) Luciferase activity of *Per2*::*Luc* MEFs after synchronization with dexamethasone between -1 and 0 h. (F) Western blotting showing the expression of PER1 in synchronized MEFs. (G) Fractions of βIII tubulin (+) cells. BAM viruses were added for 4 h starting at the nadir or peak in (E). (H) βIII tubulin (+) neurite area in each βIII tubulin (+) cell related to (G). The value with day 7 nadir with undepleted cells was defined as 1.0. (I) PCR of inflammatory genes on day 7. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test (A) or with two-tailed *t* test (D and G–I); ns indicates statistically not significant. All data were based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data. LPS, lipopolysaccharide; MEF, mouse embryonic fibroblast; WT, wild-type.

### The efficiency of iN reprogramming depends on circadian timing

Daily oscillations of the *Per1* level suggested daily fluctuations in macrophages’ sensitivity. To test this, we purified macrophages from MEFs of *Per2*::*Luc* mice that had the luciferase gene knocked into the C terminus at the *Per2* locus as a fusion gene [21] and synchronized circadian rhythms with dexamethasone for 1 h. The luciferase activity exhibited circadian oscillations as expected (Fig 5B). Western blotting verified fluctuations of the PER1 and PER2 protein levels that corresponded to the luciferase activity levels (Fig 5C). Three M1 marker genes were more highly activated when IFNγ was added while the luciferase level was at the nadir compared with the addition at the peak (Fig 5D).

Extending this observation to iN reprogramming, we transduced BAM for 4 h to synchronized *Per2*::*Luc* MEFs at the nadir or peak of the luciferase activity and compared the reprograming efficiency 7 (168 h) and 10 (240 h) days later (Fig 5E). The oscillations of the PER1 protein level in undepleted and macrophage-depleted MEFs were confirmed by western blotting (Fig 5F). There were more iNs with more developed neurites in the peak transduction than in the nadir transduction on day 7 but the differences faded away by day 11 with undepleted MEFs (Fig 5G and 5H, undepleted). Similarly, some inflammatory genes were more highly up-regulated by the nadir transduction than by the peak transduction on day 7 with undepleted MEFs (Fig 5I). The circadian timing-dependent responses of macrophages were consistent with the circadian fluctuations in macrophage sensitivity. Similar circadian timing-dependent differences in cell reactivities have been reported by us and others in muscle regeneration and skin wound healing models [17,22].

Next, we repeated the nadir and peak transductions with macrophage-depleted MEFs to understand whether reprogramming efficiency of non-macrophage cells was also dependent on the circadian timing of transduction (Fig 5E and 5F, depleted). However, there was no difference in iN numbers or neurite development between nadir and peak transductions (Fig 5G and 5H, depleted). Thus, the circadian effect on the iN reprogramming was primarily mediated by macrophages, not fibroblasts or other cells. This result was consistent with the similar reprogramming efficiency between WT and *Per1*^*-/-*^ MEFs once macrophages were depleted (Figs 3D and 3E, and S5C and S5D).

### Macrophages inhibit iPSC reprogramming

We selected iPS cell (iPSC) formation as another serum-free reprogramming model to test macrophages’ proliferation and maturation as well as inhibitory roles. We transduced *M*_*3*_*O*, *Sox2*, *Klf4*, and *c-Myc* into MEFs that harbored the *Egfp* gene as a fusion gene with *Oct4* (*Oct4-Egfp* MEFs) as described before [23]. *M*_*3*_*O* was a fusion gene between *Oct4* and the transactivation domain of *MyoD*, which facilitated iPSC reprogramming. In the previous protocol [23], we subcultured the transduced cells at a low cell density (<1,000 cells/cm^2^) on feeder cells to accurately count EGFP (+) iPSC colonies. However, this was <3.3% of the cell density used in iN reprogramming (3 × 10^4^ cells/cm^2^), making macrophages’ effects undetectable. This was probably a reason why the roles of macrophages remained unnoticed. Unknown influences by feeder cells—irradiated MEFs including macrophages—would also complicate the interpretation. On the other hand, if we skip the subculture and maintain a high cell density after transduction, too many colonies make it difficult to count the colonies after day 8. To address this dilemma, we focused on the number of emerging iPSC colonies between days 4 and 8 without subculture.

iPSC colonies, defined by double positivity for EGFP and NANOG (Fig 6A), in macrophage-depleted wells appeared 1 or 2 days earlier and the number was more than 2-fold on day 8 compared with those in undepleted wells (Fig 6B). When we compared the number of iPSC colonies between WT, *Per1*^*-/-*^, and *Per2*^*-/-*^ MEFs using NANOG as a maker, the number with *Per1*^*-/-*^ MEFs was around 40% of the rest on day 8 (Fig 6C). Although the macrophage fraction did not substantially increase in any genotypes of MEFs by day 8 unlike in iN reprogramming, total cell numbers increased due to rapid proliferation of partially reprogrammed iPSCs, causing a net increase in the number of macrophages, in particular *Per1*^*-/-*^ macrophages (Fig 6D and 6E). Additionally, *Per1*^*-/-*^ cells showed higher up-regulation of macrophage markers and inflammatory genes than others (Fig 6F and 6G). ELISA indicated that the TNFα concentration in the culture medium was <3 ng/ml during iPSC reprograming (Fig 6H). An addition of TNFα and R-7050 decreased and increased iPSC colonies, respectively (Fig 6I), consistently with the role of TNFα as an inhibitor of iPSC reprogramming. Thus, the roles of macrophages were similar between iN and iPSC reprogramming.

**Fig 6:**
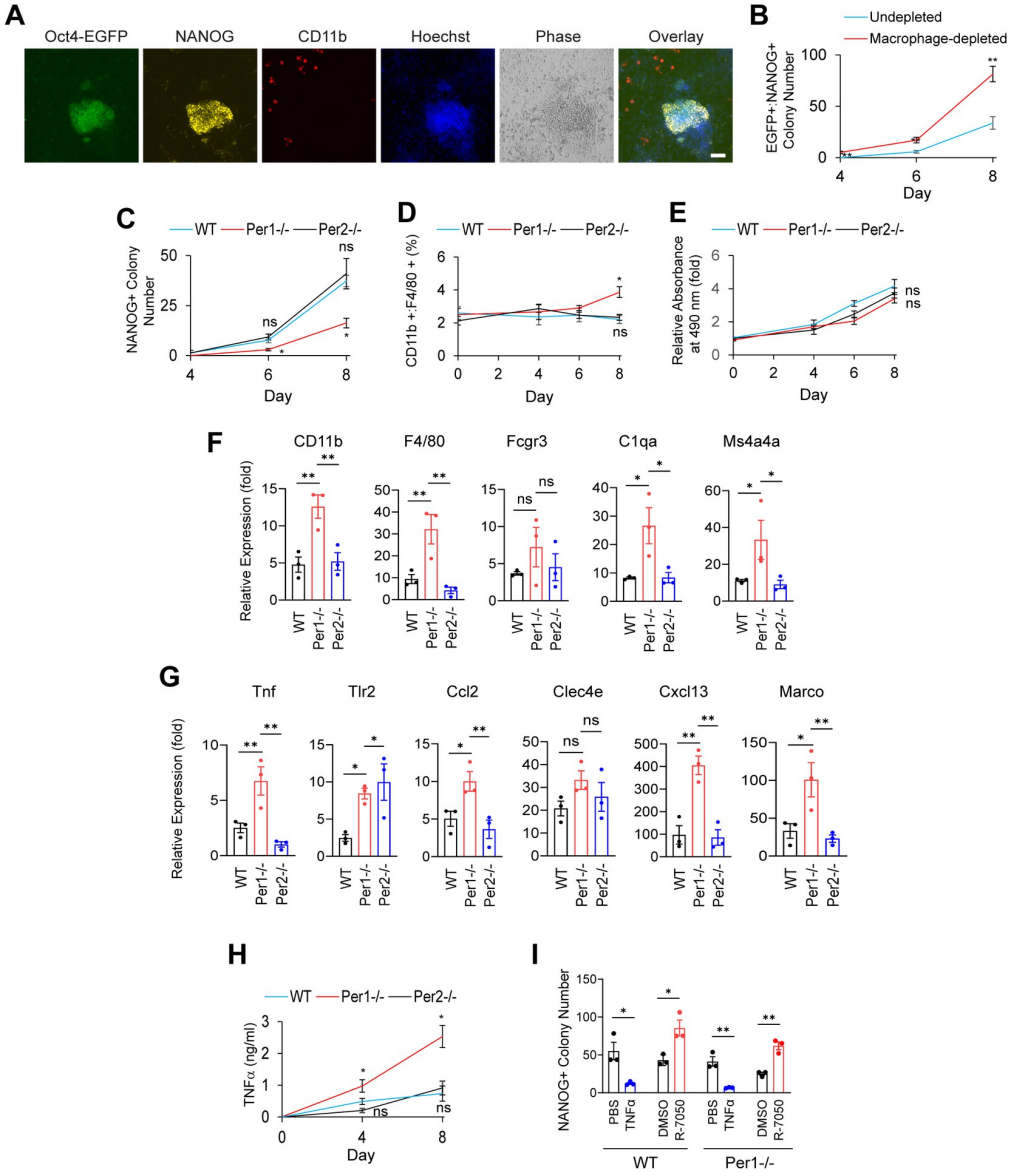
Inhibition of iPSC reprogramming by macrophages. (A) Immunofluorescence staining of an iPSC colony. GFP was detected with antibody due to quenching by paraformaldehyde fixation. Bar, 100 μm. (B) Temporal profiles of the numbers of GFP+:NANOG+ iPSC colonies per 1.3 × 10^4^ cells in a well of a 48-well plate, comparing undepleted and macrophage-depleted Oct4-GFP MEFs. (C) Temporal profiles of the numbers of NANOG+ colonies comparing 3 genotypes. (D) Macrophage fractions during iPSC reprogramming. (E) Temporal profiles of the numbers of total cells in each well with an MTS assay. (F) PCR of macrophage marker genes on day 8 during iPSC reprogramming. The value with WT cells on day 0 without virus was defined as 1.0. (G) PCR of the TNFα pathway genes and inflammatory genes on day 8. The value with WT cells on day 0 without virus was defined as 1.0. (H) ELISA of TNFα in the supernatant of iPSC culture. The culture medium was not changed for 48 h before harvest for ELISA. (I) Numbers of iPSC colonies on day 8 in the continuous presence of the indicated chemicals. PBS and TNFα were added to macrophage-depleted MEFs, whereas DMSO and R-7050 were added to undepleted MEFs.* *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test (C–H) or with two-tailed *t* test (B and I); ns indicates statistically not significant. All data are based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data. iPSC, induced pluripotent stem cell; MEF, mouse embryonic fibroblast; WT, wild-type.

## Discussion

Our findings can be summarized as follows. Prevailing research on cell reprogramming has been almost exclusively focused on the process of how target cells, such as fibroblasts, are reprogrammed by transduced viruses and other agents (Fig 7A). However, we found that coexisting macrophages in the MEF culture play hidden roles through 3 mechanisms (Fig 7B). First, transduced viruses trigger inflammatory responses from macrophages and promote secretion of cytokines and chemokines such as TNFα, which inhibit iN and iPSC reprogramming. TNFα further stimulates macrophages in an autocrine manner. Second, proliferation and maturation of embryonic macrophages are stimulated by non-macrophage cells serving as feeders independently of viruses, which also leads to TNFα up-regulation in macrophages. Third, these 2 mechanisms are repressed by PER1 in WT macrophages; however, genetic depletion or circadian down-regulation of PER1 de-repress and hyperactivates macrophages, unmasking the inhibitory roles of macrophages. It remains unknown whether circadian down-regulation of PER1 is the only reason why WT macrophages inhibited iN and iPSC reprogramming.

**Fig 7:**
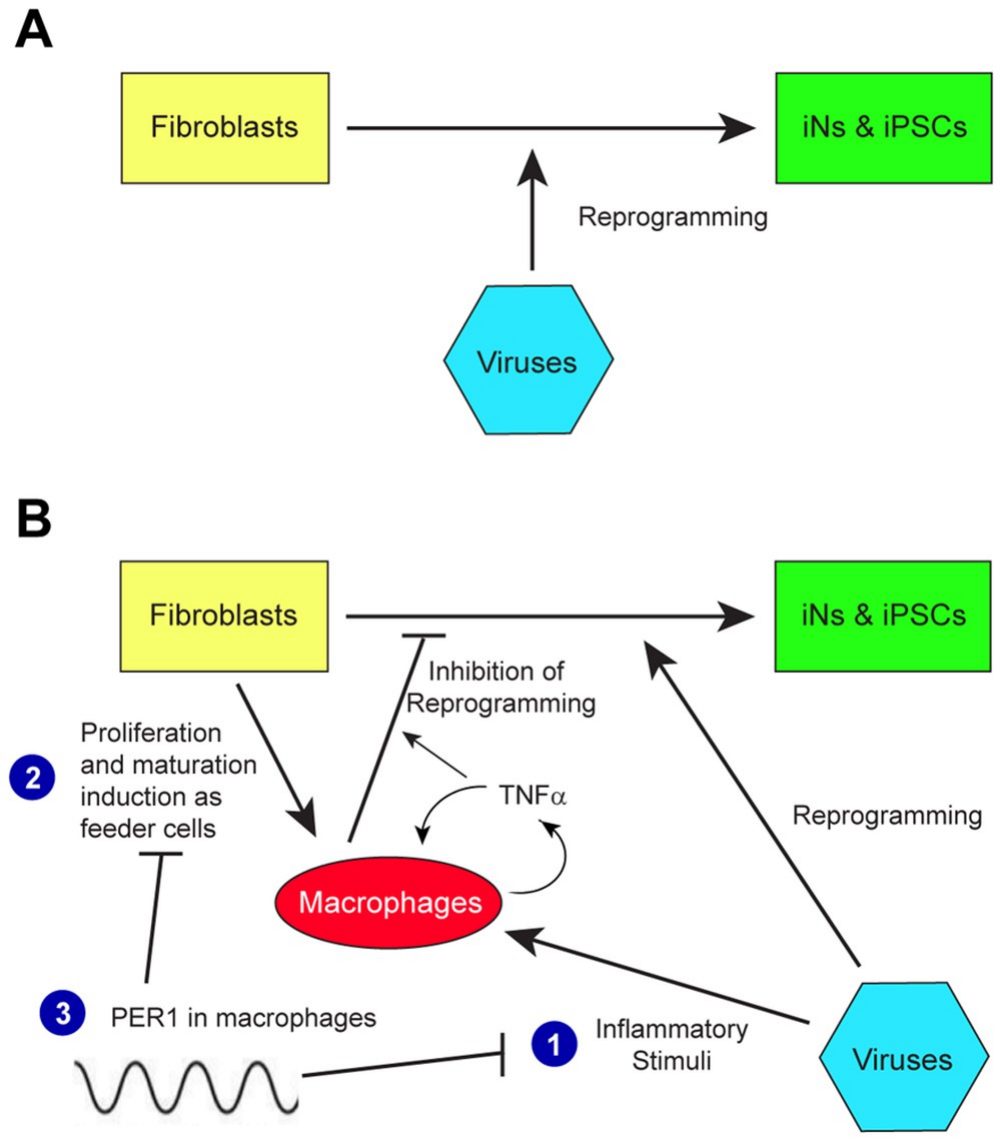
Summary of the findings. (A) Current focus in the reprogramming study. (B) Our findings. See text for explanation. iN, induced neuron; iPSC, induced pluripotent stem cell.

This study was intended to find a direct link between circadian rhythms and the cells undergoing reprogramming (MEFs) but these 2 turned out to be indirectly linked via macrophages. Among the three-way links between cell reprogramming, circadian rhythms, and macrophages, the circadian rhythm-macrophage link is the most established one [24–26]. Around 8% to 16% of all mRNAs and 29% of all proteins display circadian expression in macrophages, including many inflammatory genes and proteins [27,28]. In addition, secretion levels of TNFα and IL-6 from macrophages depend on the time-of-day of the stimulation by LPS in vitro. Furthermore, transcription of the LPS downstream components is regulated by circadian rhythms at multiple levels, including the regulators of LPS binding to TLR4, homodimerization of TLR4, the MAPK pathway, and controllers of the downstream effectors NF-κB and AP-1. Finally, double disruption of *Cry1*/*Cry2* or *Per1*/*Per2* and a single depletion of Rev-Erbα make bone marrow-derived macrophages more reactive to inflammatory stimulations [29–33]. Thus, circadian regulation is a tightly integrated component in the macrophage reactivity, which was reflected in the *Per1*^*-/-*^ macrophages in our results.

We know almost nothing about the second interaction: the reprogramming-circadian rhythm link. Nonetheless, many examples of circadian regulation of cell differentiation [14,15] suggest the presence of such a link. We also know little about the reprogramming-macrophage (or other neutral-looking bystander cell) interactions. However, when we extend this to the neuron–macrophage interactions as a reference, some potentially relevant examples are known. In physiological examples, microglia play crucial roles in building neuronal networks during development through multiple mechanisms [34]. For example, they modulate the number of neuronal progenitor cells by actively eliminating apoptotic cells. They also constantly survey synaptic activity and eliminate less active synapses (activity-dependent synaptic pruning) by phagocytosis, supporting establishment of proper neuronal circuitry [35]. In a pathological example, microglia promote tissue damage in experimental autoimmune encephalomyelitis by secreting pro-inflammatory cytokines, such as TNFα, IL-6, and GM-CSF, at the peak of inflammation [19]. Later in the healing phase, they support resolution of the inflammation by secreting anti-inflammatory cytokines, including TGFβ and IL-10, and by clearing myelin debris via phagocytosis. Time-laps imaging of the interactions between iNs and macrophages could reveal direct interactions between them during reprogramming.

When a peripheral nerve is severed, Schwann cells and macrophages form a glial bridge connecting the proximal and distal nerve ends as a guidance for regenerating axons [18,36]. Crosstalk between the axon guidance molecules mentioned earlier ensures proper reconnections of the severed axons. For example, the glycoprotein Slit3 secreted from macrophages interacts with the Robo1 receptor on the surface of Schwann cells. The Ephrin-Eph receptor signaling links fibroblasts and Schwann cells. Several guidance proteins also function as pro-inflammatory (Sema4B and EphA2) and anti-inflammatory (Slit2 and Netrin1) ques. There might be disorganized crosstalk between macrophages, fibroblasts, and oligodendrocytes during iN reprogramming.

Our work highlights the importance of considering hidden roles of immune cells in reprogramming. Although we only assessed the efficiency of the reprogramming in the current study, immune cells could also affect the reprogramming process, such as transcription, epigenetics, and metabolism, inside the target cells as the mechanisms underlying the inhibition. The interactions between the target cells and immune cells would play more prominent and vital roles in in vivo reprogramming. This is especially true when reprogramming is applied to treat injuries, such as ischemic heart diseases and spinal cord injuries recruiting plentiful immune cells [37,38]. In our case, repeated subculture of MEFs eliminated floating immune cells, including lymphocytes and neutrophils. However, these cells are abundantly present in the damaged tissues and almost all types of immune cells are under control of circadian rhythms [39,40].

Organoid culture is another context where our findings could become relevant. Different populations of immune cells have been incorporated into brain, gut, and other organoids to recreate more physiologically relevant tissue models [41,42]. These immune cells are likely to behave under circadian control although rhythmicity might be undetectable unless artificially synchronized. By extension, organoid models of tumor immunology could also be affected by circadian rhythms [43]. Our results send precautions to the communities studying all these research areas.

## Materials and methods

### Mouse strains

All protocols were approved by the Institutional Animal Care and Usage Committee of the University of Minnesota (2111-39606A). *Per1*^*+/-*^ mice (B6.129-*Per1*^*tm1Drw*^/J, 010491), *Per2*^*+/-*^ mice (B6.129-*Per2*^*tm1Drw*^/J, 010492), *Per2*::*Luc2* mice (B6.129S6*-Per2*^*tm1Jt*^/J, 006852), and Oct4-GFP mice (B6.129S4*-Pou5f1*^*tm2Jae*^/J, 008214) were purchased from Jackson Laboratory. *Per1*^*-/-*^, *Per2*^*-/-*^, and WT mice were obtained by breeding and identified by genotyping according to Jackson Laboratory protocols. Mice were monitored by the Research Animal Resources staff of the University of Minnesota in specific pathogen-free housing. Mice were given standard chow and access to drinking water without restrictions. Mice were euthanized via CO_2_ inhalation. All methods align with the Panel of Euthanasia of the American Veterinary Medical Association recommendations.

### Preparation of mouse embryonic fibroblasts (MEFs)

All FBS used in the current work was heat-inactivated by incubation in a water bath at 56°C for 30 min. MEFs were prepared from day 13.5 embryos as follows after removing the head and the heart. Embryos were minced with a scalpel in 0.25% trypsin and 0.53 mM EDTA for 3 min. After an addition of 10% FBS to inhibit trypsin, the cell suspension was centrifuged at 200 x*g* for 5 min. Supernatant prepared from 4 embryos was cultured in 10% FBS in DMEM in a 15 cm dish coated with 0.1% gelatin. When the cells reached 80% confluent 2 to 3 days later, they were harvested and frozen as P0 (passage 0) in 90% FBS and 10% DMSO and stored in liquid nitrogen for future use. All MEFs were used at P1. Sex of the embryos was not determined.

### Preparation of iNs

This was based on the original BAM protocol [2]. On day -6, 293FT cells (Thermo Fisher Scientific, R70007) were seeded in DMEM with 10% tetracyclin-negative FBS (Tc (-) FBS hereafter) at 3 × 10^5^ cells/well in a 12-well plate. On day -5, cells were transfected with 0.17 μg each of Tet-O-FUW-Ascl1 (Addgene, 27150), Tet-O-FUW-Brn2 (27151), and Tet-O-FUW-Myt1 (27152) along with 0.2 μg each of pCMV-VSV-G (8454), pRSV-Rev (12253), and pMDLg/pRRE (12251) using 2.75 μl Lipofectamine 2000 (Thermo Fisher Scientific, 11668019) to prepare the BAM virus. In another well, 0.5 μg FUW-M2rtTA (Addgene, 20342) was transfected along with 0.2 μg each of pCMV-VSV-G, pRSV-Rev, and pMDLg/pRRE to prepare the M2 virus. The culture medium was replaced with fresh DMEM with 10% Tc (-) FBS 5 h later. On day -4, MEFs were seeded at 1.2 × 10^5^ cells/well in 12-well plates in DMEM with 10% Tc (-) FBS. On day -3, culture supernatant of the transfected cells was applied to a 0.45 μm syringe filter and added to MEFs as follows: 400 μl BAM virus, 400 μl M2 virus, 800 μl DMEM with 10% Tc (-) FBS, and 2 μg/ml polybrene (MilliporeSigma, H9268). On day -2, the medium was replaced with DMEM with 10% Tc (-) FBS. On day -1, cells were subcultured into a 48-well plate at 3 × 10^4^ cells/well in DMEM with 10% Tc (-) FBS. The wells had been successively coated at 4°C with 20 μg/ml poly-D lysine (MP Biomedical, 0215017510) and 10 μg/ml laminin (Thermo Fisher Scientific, 23017–015) for 16 h each prior to use. On day 0, medium was replaced with the N3 medium (1× insulin, transferrin, and selenium [ITS, Thermo Fisher Scientific, 414100–045], 0.2 μm progesterone [MilliporeSigma, P8783], 0.1 μm putrescine dihydrochloride [MilliporeSigma, P5780], and 10 ng/ml basic FGF [Peprotech, 450–33] in DMEM/F12) with 2 μg/ml doxycycline hyclate (MP Biomedical, 198955) after wash with PBS twice. The medium was replaced every 2 days thereafter. For ELISA, culture medium was not changed for 48 h prior to medium harvest. The concentration of LPS in the medium was determined with a ToxiSensor chromogenic LAL endotoxin assay kit (GenScript, L00350Y). PBS was used as control for 2 ng/ml TNFα (Peprotech, 315-01A); DMSO was used as control for 100 nM R-7050 (Cayman, 16870) to test the role of TNFα. A TNFα uncoated ELISA kit (Thermo Fisher Scientific, 88-7324-22) and an M-CSF quantikine ELISA kit (R&D Systems, MMC00B) were used to determine the concentrations of TNFα and M-CSH, respectively. The cell number in each well was assessed with a CellTiter 96 AQ_ueous_ One Solution Cell Proliferation Assay (MTS, Promega, G3582).

The efficiency of iN reprogramming was quantified with 2 parameters. The first one was βIII tubulin (+) cell % or MAP2 (+) cell % calculated as follows. The total number of nuclei (denominator) stained with Hoechst 33342 in each image captured with a 10× objective was counted with the Fiji program (https://imagej.net/software/fiji/downloads). The number of nuclei (numerator) embedded in the cytoplasm expressing βIII tubulin or MAP2 was manually counted. The numerator was divided by the denominator to obtain βIII tubulin (+) cell % or MAP2 (+) cell %. Second, neurite area (μm^2^), which was defined as the area covered by the βIII tubulin or MAP2 signal, was measured with Fiji and divided by the number of βIII tubulin (+) or MAP2 (+) cells in each image. This value was normalized against the control sample in each experiment. Three biologically independent experiments with 3 different images each were used to obtain mean ± SEM for both parameters.

### Preparation of iPSCs

This was based on our previous work [23]. On day -4, Plat-E cells [44] were seeded at 3 × 10^5^ cells/3.5 cm dish. On day -3, 0.4 μg each of pMXs-mM_3_O-IP (Addgene, 46644), pMXs-Sox2-IP (15919), pMXs-Klf4-IP (15920), and pMXs-c-Myc-IP (15921) were transfected into Plat-E cells with 4.5 μl FuGENE 6 (Promega, E2691). mM_3_O is a fusion gene in which the first 62 amino acids in the transactivation domain of the mouse *MyoD* gene were fused to the amino terminus of mouse *Oct4* cDNA to promote the iPSC reprogramming [23]. On day -2, MEFs were seeded at 5 × 10^4^ cells/well of a 12-well plate in DMEM with 10% FBS. On day -1, supernatant of the transfected Plat-E cells was filtered through a 0.45 μm syringe filter and added to the MEFs along with 10 μg/ml polybrene. On day 0, medium was replaced with iPSC medium (DMEM, 20% KnockOut serum replacement [Thermo Fisher Scientific, 10828028], 100 μm MEM nonessential amino acids, 55 μm 2-mercaptoethanol, 2 mM L-glutamine, and 1,000 u/ml leukemia inhibitory factor [LIF, MilliporeSigma, ESG1106]). The medium was changed every 2 days thereafter.

### Flow cytometry

MEFs were sequentially stained with Ghost Dye 780 (1 μl, Tonbo, 13–0865 T100), Fc blocker (1 μg, BD Pharmingen, 553141), and CD11b-PE (0.12 μg, Miltenyi Biotec, 130-113-806, RRID:AB_ 2751172) and F4/80-APC (0.3 μg, Miltenyi Biotec, 130-116-525, RRID:AB_2733417) prior to loading to a Fortessa LSRII H4760 Cell Analyzer (BD Biosciences). The number in the parenthesis indicates the used amount of each reagent per 1 × 10^6^ cells. Floreada.io (https://floreada.io/analysis) was used to analyze data and make figures.

### Purification of macrophages from MEF culture

WT and *Per1*^*-/-*^ MEFs were stained as described above and CD11b^+^ cells were separated with anti-PE MicroBeads (Miltenyi Biotec, 130-048-801), MS columns (130-042-201), and a MiniMACS separator (130-042-102). Purity of CD11b (+) cells in the bound and unbound fractions was determined with flow cytometry; each fraction was used in the iN reprogramming assay in different combinations. To induce the M1 polarization, macrophages were cultured with 10 ng/ml IFNγ (Peprotech, 315–05) for 12 h, followed by 100 ng/ml LPS (InvivoGen, tlrl-3pelps) for 4 h before harvest for PCR. For the M2 polarization, macrophages were cultured with 100 ng/ml IL-4 (Peprotech, 214–14) for 24 h.

### Circadian synchronization

Macrophages prepared from *Per2*::*Luc* MEFs were cultured in 10% FBS and 25 ng/ml M-CSF (Shenandoah, 100–03) in αMEM in a 35 mm dish. When the cells became 70% confluent, the cells were treated with 0.2 μm dexamethasone (MilliporeSigma, D4902) for 1 h for circadian synchronization followed by washing with PBS twice. Fresh culture medium of 10% FBS, 25 ng/ml M-CSF, 1 mM D-luciferin (Gold Biotechnology, 103404-75-7), and 25 mM HEPES (pH 7.8) in αMEM was added to the dish. The dish was sealed with parafilm to prevent medium evaporation and placed in a LumiCycle 32 luminometer (Actimetrics) in a 37°C incubator for recording of the luciferase activity. Synchronized cells were induced to polarize into the M1 state by an addition of IFNγ when the luciferase activity was at the peak or nadir, followed by LPS as described above. The cells were cultured without D-luciferin outside the LumiCycle 32 once INFγ was added. The same synchronization procedure was applied to MEFs for iN reprogramming in DMEM with 10% FBS. The BAM viruses were transduced for 4 h when the luciferase activity was at the peak or nadir. BAM expression was induced with doxycycline on the next day without subculture.

### Immunofluorescence staining of cells

Cells were fixed with 4% paraformaldehyde for 10 min and permeabilized with 0.5% Triton X100 in PBS for 5 min. Following a blocking step with 10% FBS and 0.2% Tween 20 in PBS for 10 min, the cells were stained with a primary antibody at 25°C for 1 h and then incubated with a fluorescence-labeled secondary antibody at 25°C for 1 h. DNA was counterstained with Hoechst 33342 (MilliporeSigma, B2261). Following primary antibodies were used: βIII tubulin (abcam, ab18207, RRID:AB_44319), MAP2 (Cell Signaling Technology, 4542, RRID:AB_10693782), NANOG (R&D Systems, AF2729, RRID:AB_2150103), and GFP (Santa Cruz Biotechnology, sc-9996, RRID:AB_627695). Following secondary antibodies were used: Alexa Fluor 488 goat anti-mouse IgG (Thermo Fisher Scientific, A-11029, RRID:AB_2534088), Alexa Fluor 488 goat anti-rabbit IgG (Thermo Fisher Scientific, A-11034, RRID: AB_2576217), and Alexa Fluor 647 chicken anti-goat IgG (Thermo Fisher Scientific, A-21469, RRID: AB_2535872). To assess cell proliferation, cells were pulsed with 1 μg/ml of EdU for 6 h and stained with a Click-iT EdU kit Alexa Fluor 488 (Thermo Fisher Scientific, C10337). TUNEL (+) apoptotic cells were detected with an In Situ Cell Death Detection Kit, Fluorescein (Roche, 11684795910). The frequency of EdU (+) or TUNEL (+) cells was determined by dividing the number of signal (+) cells by the total number of Hoechst 33342 (+) nuclei in each image, all counted with the Fiji program. Three biologically independent experiments with 3 different images each (containing 1,300 to 3,200 nuclei each) were used to obtain mean ± SEM. Fluorescence images were captured using MetaMorph Basic software ver. 7.8.12.0 (Molecular Devices) with UPlanFLN 10× objective lens 0.31 Ph1 (Olympus), LUCPlan FLN 20× objective lens 0.45 Ph1 (Olympus), and a C11440 digital camera (Hamamatsu) attached to an IX73P2F microscope (Olympus). The images were processed with Adobe Photoshop and Illustrator CS6 (https://helpx.adobe.com/creative-suite.html).

### Quantitative RT-PCR (qRT-PCR)

RNA was extracted from cells using a Quick RNA Microprep (Zymo Research, R1051) and purity was assessed using a microvolume spectrophotometer (DeNovix, DS-11 FX+). cDNA was synthesized with ProtoScript II Reverse Transcriptase (New England Biolabs, M0368L). qPCR was performed with the primers listed in S2 Table and qPCRBIO SyGreen Blue Mix Lo-ROX (Genesee Scientific, 17-505B) in a Mastercycler realplex^2^ thermocycler (Eppendorf). PCR conditions were as follows: initial denaturation at 95°C for 2 min, 40 cycles of 95°C for 5 s, 60°C for 30 s, and 72°C for 30 s, and a melting curve step to check the specificity of the reaction. mRNA expression levels were analyzed by normalizing expression values to glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) expression. Mean ± SEM of biological triplicates with technical triplicates each were calculated.

### Western blotting

Western blotting was done as previously described [17]. Specifically, whole-cell extracts obtained from 2 × 10^5^ cells with an NE-PER Nuclear and Cytoplasmic Extraction kit (Thermo Fisher Scientific, 78833) were loaded into a 12% SDS-PAGE gel. After completion of electrophoresis, the proteins were transferred to an Immobilon P membrane (EMD Millipore, IPVH00010) at 25°C overnight. The next day, the membrane was blocked with 5% non-fat dry milk (BioRad, 180171A) in PBT (0.2% Tween 20 in PBS) for 1 h at 25°C. Proteins were then labeled with the primary antibody diluted in 5% milk in PBT at 25°C for 1 h. After washing with PBT for 5 min 3 times, the membranes were incubated with secondary antibody in 5% milk in PBT for 1 h at 25°C. After washing the membrane with PBT 6 times, the chemiluminescence signal was detected with a SuperSignal West Dura kit (Thermo Fisher Scientific, 34075) and X-ray films or an iBright Imaging System (Thermo Fisher Scientific). Following antibodies were used: PER1 (MilliporeSigma, AB2201, RRID:AB_1587378), PER2 (NOVUS, NB-100-125, RRID_AB_10000765), histone H2B (Thermo Fisher Scientific, MA5-14835, RRID:AB_10982286), goat anti-mouse IgG-HRP (Bio-Rad, 170–6516, RRID:AB_11125547), and goat anti-rabbit IgG-HRP (Bio-Rad, 170–6515, RRID:AB_11125142).

### RNA-seq: Library construction, quality control, and sequencing

Total RNA was prepared from iN culture before reprogramming (day 0), and days 2 and 4 during reprogramming. RNA concentration and RNA integrity number (RIN) were measured with an Agilent BioAnalyzer 2100. RIN was 10 for all RNA samples. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis for nondirectional library. Library preparation was completed by end repair, A-tailing, adapter ligation, size selection, amplification, and purification. The library was checked with a Qubit and real-time PCR for quantification and a Bioanalyzer for size distribution. Clustering of the index-coded samples was performed according to Illumina’s instructions. The libraries were sequenced on an Illumina platform and paired-end reads were generated.

### RNA-seq: Data analysis

Raw reads of the fastq format were processed through in-house perl scripts. In this step, clean reads were obtained by removing low-quality reads and the reads containing adaptors or poly-N from raw data. At the same time, Q20, Q30, and GC content in the clean data were calculated. All the downstream analyses were based on clean data with high quality. Paired-end clean reads were aligned to the reference genome Mus musculus GRCm38 (ftp://ftp.ensembl.org/pub/release-94/fasta/mus_musculus/dna/Mus_musculus.GRCm38.dna.primary_assembly.fa.gz and ftp://ftp.ensembl.org/pub/release-94/gtf/mus_musculus/Mus_musculus.GRCm38.94.gtf.gz) using Hisat2 v2.0.5 (https://daehwankimlab.github.io/hisat2/). featureCounts v1.5.0-p3 (http://subread.sourceforge.net/) was used to count read numbers mapped to each gene. Fragments per kilobase of exon per million mapped fragments (FPKM) of each gene was calculated based on the length of the gene and read counts mapped to the gene. 

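The denominator behind each deposited FPKM value could be read from the fragments, the gene length, and the value. In all 27 libraries it equalled the geometric mean of the 27 library totals multiplied by the median-of-ratios size factor of the library. The values were therefore already scaled between samples. The denominator was 0.865 to 0.926 of the library's own total on day 0, 1.053 to 1.099 of it on day 2, and 1.032 to 1.098 of it on day 4. Size factors computed again from the deposited values of the tested genes lay between 0.985 and 1.03.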

Differential expression analysis was performed using the DESeq2 R package (1.20.0) (https://www.r-project.org/). Genes with log2 fold change ≥0.58 (≥1.5-fold) and an adjusted *p*-value ≤0.05 were assigned as differentially expressed.

Enrichment of specific gene pathways in differentially expressed genes were identified by applying the clusterProfiler R package (https://www.r-project.org/) to the databases of Gene Ontology (http://www.geneontology.org), KEGG (http://www.genome.jp/kegg/), Reactome (https://reactome.org/), Disease Ontology (http://disease-ontology.org), and DisGeNET (http://www.disgenet.org). Adjusted *p*-value ≤0.05 were considered significantly enriched. The GSEA analysis tool (http://www.broadinstitute.org/gsea/index.jsp) was used along with the databases of Gene Ontology, KEGG, Reactome, Disease Ontology, and DisGeNET.

### scRNA-seq: From single-cell capture to sequencing

The cells were counted using an acridine orange/propidium iodide exclusion count assay with a LUNA-FL Dual Fluorescence Cell counter (Logos Biosystems). A single-cell suspension of 17,000 cells was loaded onto a Chromium Next GEM Chip G (10X Chromium, PN-1000127) aiming at capturing 10,000 cells. Chromium Next GEM Single Cell 3′ Kit v3.1 (10X Chromium, PN-1000268) was used on a Chromium Controller to generate Gel Beads in Emulsion (GEM) and add barcodes following the manufacturer’s instructions. After reverse transcription and amplification of cDNA, quality and quantity of cDNA was assessed with an Agilent Tapestation High Sensitivity D5000 ScreenTape (Agilent, 5067-5592). Fragmentation, end repair, A-tailing, size selection, adaptor ligation, PCR for library construction, and post-library quality control were all performed following the instruction of the kit. The libraries were sequenced with an Illumina NovaSeq S4 in a 150 paired-end reads format with a minimum sequencing target of 25,000 reads per cell. The resulting data was processed using Cell Ranger v7.1 (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger).

### scRNA-seq: Data analysis

scRNA-seq data were analyzed using R and Bioconductor packages (https://www.bioconductor.org/). The basic quality metrics including unique molecular identifiers (UMIs) per cell and gene counts per cell were estimated using the scater package (packages/release/bioc/html/scater.html). Cells with low library size, low numbers of features, or a high number of mitochondrial genes were filtered out using the quickPerCellQC function in scater package. The cutoff for UMI is 3,000 and mitochondrial genes is 20%. Batch effects were removed, and datasets from each sample were integrated using the fastMNN method in the bachelor R package (packages/release/bioc/html/batchelor.html). Hypervariable expressed genes were identified by the getTopHVGs function in the scran package (packages/release/bioc/html/scran.html). The top 500 genes with the highest biological variances were selected for dimension reduction using the UMAP algorithm. Clusters were identified using the buildSNNGraph function in the scran package. Marker genes for the clusters were determined by combined pairwise comparisons (*t* tests) using the findMarkers function of the scran package. Significant genes were selected by a log2 fold change ≥1 and combined *p*-value ≤0.05. Functional annotation and overrepresentation analysis of these gene sets was done by goana function in the limma package (packages/release/bioc/html/limma.html). The gene differential analysis of the same cluster/cell between different sample/group was performed using the edgeR package (packages/release/bioc/html/edgeR.html).

### Statistical analysis

Following statistical programs were used based on the assumption of normal distributions of the values although most of the experiments were based on only biological triplicates. Ordinary one-way ANOVA with Bonferroni’s multiple comparison test was used to compare 3 samples (WT, *Per1*^*-/-*^, and *Per2*^*-/-*^ cells) to determine the statistical significance of the difference in the iN numbers, neurite areas, EdU uptake, qRT-PCR data, and others. Two-tailed *t* test was used to compare 2 samples (e.g., nadir versus peak, undepleted versus depleted, and others) in these studies. The mean + or ± SEM obtained from biological triplicates with technical triplicates was shown in each graph unless stated otherwise.

## Supporting information

S1 Fig Immunostaining of MAP2 and cell proliferation during iN reprogramming. (A) Western blotting of WT, *Per1*^*-/-*^, and *Per2*^*-/-*^ MEFs with PER1 and PER2 antibodies. Histone H2B was used as a loading control. (B) Immunofluorescence staining of iNs with MAP2 antibody on day 11. DNA was counterstained with Hoechst 33342. Bar, 100 μm. (C) Percentages of MAP2 (+) cells. (D) MAP2 (+) neurite area in each MAP2 (+) cell. The value with day 7 WT cells was defined as 1.0. (E) EdU uptake in WT cells. MEFs without virus were used as positive control. (F) MTS assay representing total cell numbers at each time point during iN reprogramming. The value of WT cells on day 0 was defined as 1.0. There was no statistically significant difference between the 3 genotypes each day or between day 0 and day 9 for each genotype. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test; ns indicates statistically not significant. All data were based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data.
(TIF) Click here for additional data file.

S2 Fig Transcriptomic analyses of iNs prepared from WT, *Per1*^*-/-*^, and *Per2*^*-/-*^ MEFs. (A) Heatmap of differentially expressed genes comparing the 3 genotypes on 3 days. (B) Principal component analysis of the RNA-seq data. (C) Heatmap of the 80 genes that were commonly up-regulated in *Per1*^*-/-*^ cells compared with WT and *Per2*^*-/-*^ cells on days 2 and 4. (D) David pathway analysis of the 80 genes. (E) Temporal profiles of the expression levels of selected macrophage gene in the 80 genes based on the RNA-seq data. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test; ns indicates statistically not significant. All data were based on biological triplicates. The data underlying this figure can be found in S1 Data.
(TIF) Click here for additional data file.

S3 Fig scRNA-seq analyses of iNs and other cells. (A) UMAP comparing 6 clusters between 3 genotypes on 3 days. (B) GSEA of more highly (red) or lowly (blue) represented genes in *Per1*^*-/-*^ neurons than in other genotypes on days 4, 7, and 10. The gene sets were not enriched in the comparison pairs where they are not shown. (C) UMAP of neuronal subclusters. All 9 samples were combined in (C) and (D). (D) Dot plot of neuronal subclusters. *n* = 1 for each sample.
(TIF) Click here for additional data file.

S4 Fig scRNA-seq analyses of macrophages. (A) UMAP of macrophage subclusters. All 9 samples were combined in (A) and (B). (B) Dot plot of macrophage subclusters. (C) GSEA of more highly (red) or lowly (blue) represented genes in *Per1*^*-/-*^ macrophages than in other genotypes on days 4 and 10. *n* = 1 for each sample.
(TIF) Click here for additional data file.

S5 Fig Inhibition of iN reprogramming by macrophages. (A) Flow cytometry to quantify the macrophage fractions in macrophage-depleted MEFs during iN reprogramming. (B) Immunofluorescence staining of iNs with MAP2 antibody on day 11. (C) Percentages of MAP2 (+) cells related to (B). (D) MAP2 (+) neurite area in each MAP2 (+) cell related to (B). The value with undepleted WT cells was defined as 1.0. (E) Flow cytometry to quantify purified macrophage fractions. (F) Percentages of purified macrophages on day 0. (G) Immunofluorescence staining of iNs with MAP2 antibody on day 11 after mixing macrophage-depleted MEFs (before “+”) and macrophages (after “+”) of 2 genotypes each. (H) Percentages of MAP2 (+) cells related to (G). (I) MAP2 (+) neurite area in each MAP2 (+) cell related to (G). * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test. (F) Used two-tailed *t* test; ns indicates statistically not significant. All data are based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data.
(TIF) Click here for additional data file.

S6 Fig Analyses of DNA replication and apoptosis during iN reprogramming. (A) The frequency of EdU (+) cells during iN reprogramming. (B) Representative images of EdU uptake into macrophages (top) and non-macrophages (bottom). (C) The frequency of macrophages within the EdU (+) population during the reprogramming. (D) The frequency of EdU (+) cells within the macrophage population during the reprogramming. (E) TUNEL staining of undepleted WT cells during the reprogramming. (F) The frequency of TUNEL (+) cells in undepleted and macrophage-depleted cells during the reprogramming. There was no statistically significant difference between each genotype on day 10. Bar, 50 μm. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test. (F) Used two-tailed *t* test; ns indicates statistically not significant. All data were based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data.
(TIF) Click here for additional data file.

S7 Fig Characterization of macrophage proliferation and maturation during iN reprogramming. (A) PCR of macrophage genes upon culture of MEFs with and without BAM viruses. The values obtained with WT MEFs without virus on day 0 were defined as 1.0. (B) Flow cytometry of *Per1*^*-/-*^ MEFs after culture in N3, N3 without ITS (N3, ITS (-)), and N3 without FGF2, progesterone, and putrescine (N3, FPP (-)) in the absence of viruses. (C) PCR of macrophages genes on day 10 after culture of MEFs under the conditions in (B). (D) MTS assays following the culture of purified macrophages in the N3 medium without BAM viruses. The values with WT cells on day 0 was defined as 1.0. (E) PCR of macrophage marker genes after culture of purified macrophages in the N3 medium without BAM viruses for 9 days. The values obtained with WT macrophages on day 0 were defined as 1.0. (F) ELISA of M-CSF in the supernatant during iN reprogramming. The culture medium was not replaced for 2 days before harvest. (G) MTS assays following the culture of purified macrophages in the N3 medium with 2 ng/ml M-CSF. The values with WT cells on day 0 was defined as 1.0. (H) PCR of macrophage marker genes after culture of purified macrophages in the N3 medium with 2 ng/ml M-CSF for 9 days. The values obtained with WT macrophages on day 0 were defined as 1.0. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test; ns indicates statistically not significant. All data were based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data.
(TIF) Click here for additional data file.

S8 Fig The effects of FBS and TNFα on macrophage proliferation and maturation. (A) MTS assays following the culture of WT and *Per1*^*-/-*^ MEFs with and without FBS in the absence of viruses. The values with WT MEFs without FBS was defined as 1.0. (B) Macrophage fractions related to (A). (C) PCR of macrophage genes on day 10 related to (B). (D) ELISA of TNFα in the supernatants during iN reprogramming. (E) MTS assays studying the effects of TNFα and R-7050 on day 10. The values on day 0 were defined as 1.0. (F) The effects of TNFα and R-7050 on the macrophage fractions on day 10. PBS and DMSO were used as controls for TNFα and R-7050, respectively. * *p* < 0.05 and ** *p* < 0.01 with ordinary one-way ANOVA with Bonferroni’s multiple comparison test (A, B, and D) or with two-tailed *t* test (C, E, and F); ns indicates statistically not significant. All data were based on biological triplicates with technical triplicates each. The data underlying this figure can be found in S1 Data.
(TIF) Click here for additional data file.

S1 Table Cytokine values from scRNA-seq data. (XLSX) Click here for additional data file.

S2 Table Sequences of PCR primers. (PDF) Click here for additional data file.

S1 Data Excel data sheet containing raw data and statistical analyses. (XLSX) Click here for additional data file.

S1 Raw Images Uncropped images of western blotting. (PDF) Click here for additional data file.

## Abbreviations

CPM: counts per million
FBS: fetal bovine serum
FPKM: fragments per kilobase of exon per million mapped fragments
GEO: Gene Expression Omnibus
GSEA: Gene Set Enrichment Analysis
iN: induced neuron
iPSC: induced pluripotent stem cell
LPS: lipopolysaccharide
MEF: mouse embryonic fibroblast
RIN: RNA integrity number
scRNA-seq: single-cell RNA sequencing
UMAP: uniform manifold approximation and projection
UMI: unique molecular identifier
WT: wild-type

# Supplementary material for: The circadian regulator PER1 promotes cell reprogramming by inhibiting inflammatory signaling from macrophages
**Source:** PLoS Biol. 2023 Dec 4;21(12):e3002419. doi: 10.1371/journal.pbio.3002419
**Supplement:** S2 Table

**S2 Table. Sequences of PCR primers**

| <b>Gene</b>   | <b>Forward</b>           | <b>Reverse</b>          |
|---------------|--------------------------|-------------------------|
| <i>Gapdh</i>  | TGCACCACCAACTGCTTAG      | GATGCAGGGATGATGTTC      |
| <i>CD11b</i>  | GCTTCAGAGATGACCAGTAAGG   | ACAGGGATCCAGAAGACTACA   |
| <i>F4/80</i>  | CGTCAGGTACGGGATGAATATAAG | ATCTTGGAAGTGGATGGCATAG  |
| <i>Fcgr3</i>  | CAACCCTGGGAACTCTTCTAC    | GTCATTGACTGTGGCCTTAAAC  |
| <i>Clqa</i>   | GTGCCCCGGCTTCTATTACTT    | CCCGGAGGAAGACTTGATAAAC  |
| <i>Ms4a4a</i> | CTGCATAGGAGTATCCCTCTCT   | GTCTCTGCCTTGGTAGGATTG   |
| <i>Tnf</i>    | TTGTCTACTCCCAGGTTCTCT    | GAGGTTGACTTTCTCCTGGTATG |
| <i>Tlr2</i>   | CACTATCCGGAGGTTGCATATC   | GGAAGACCTTGCTGTTCTCTAC  |
| <i>Ccl2</i>   | CTCACCTGCTGCTACTCATTC    | ACTACAGCTTCTTTGGGACAC   |
| <i>Il6</i>    | CTTCCATCCAGTTGCCTTCT     | CTCCGACTTGTGAAGTGGTATAG |
| <i>Nos2</i>   | GGAATCTTGGAGCGAGTTGT     | CCTCTTGTCTTTGACCCAGTAG  |
| <i>Il1b</i>   | CCACCTCAATGGACAGAATATCA  | CCCAAGGCCACAGGTATTT     |
| <i>Retnla</i> | GCTGATGGTCCCAGTGAATA     | CGTTACAGTGGAGGGATAGTTAG |
| <i>Chil3</i>  | GCTAAGGACAGGCCAATAGAA    | GCATTCCAGCAAAGGCATAG    |
| <i>Arg1</i>   | GTCCCTAATGACAGCTCCTTTC   | CCACACTGACTCTTCCATTCTT  |
| <i>CD163</i>  | CAGACTGGTTGGAGGAGAAATC   | CAGCTTCCAGAGACAAGTCAA   |
| <i>Clec4e</i> | GGTTATCGACACACAGGAAGAG   | GGGACTCTGTGAAAGGTGTATC  |
| <i>Cxcl13</i> | CGGTATTCTGGAAGCCCATTA    | GGCGTAACTTGAATCCGATCTA  |
| <i>Marco</i>  | TGGGAAGTAAAGAACTCCTCAAA  | GTCTCCATCACAGGGAACATAG  |

# Supplementary material for: The circadian regulator PER1 promotes cell reprogramming by inhibiting inflammatory signaling from macrophages
**Source:** PLoS Biol. 2023 Dec 4;21(12):e3002419. doi: 10.1371/journal.pbio.3002419

## Original images of western blotting - 1

Whereas X-ray films were used in Fig 5C and S1A Fig, the iBright imaging system (Thermo Fisher Scientific) was used in Fig 5F, which made the background more white than that in X-ray film images, giving an artificial impression. To address this issue, overlaid images of bright field and chemiluminescence images are also shown to display membrane contours in Fig 5F.

**Fig 5C**

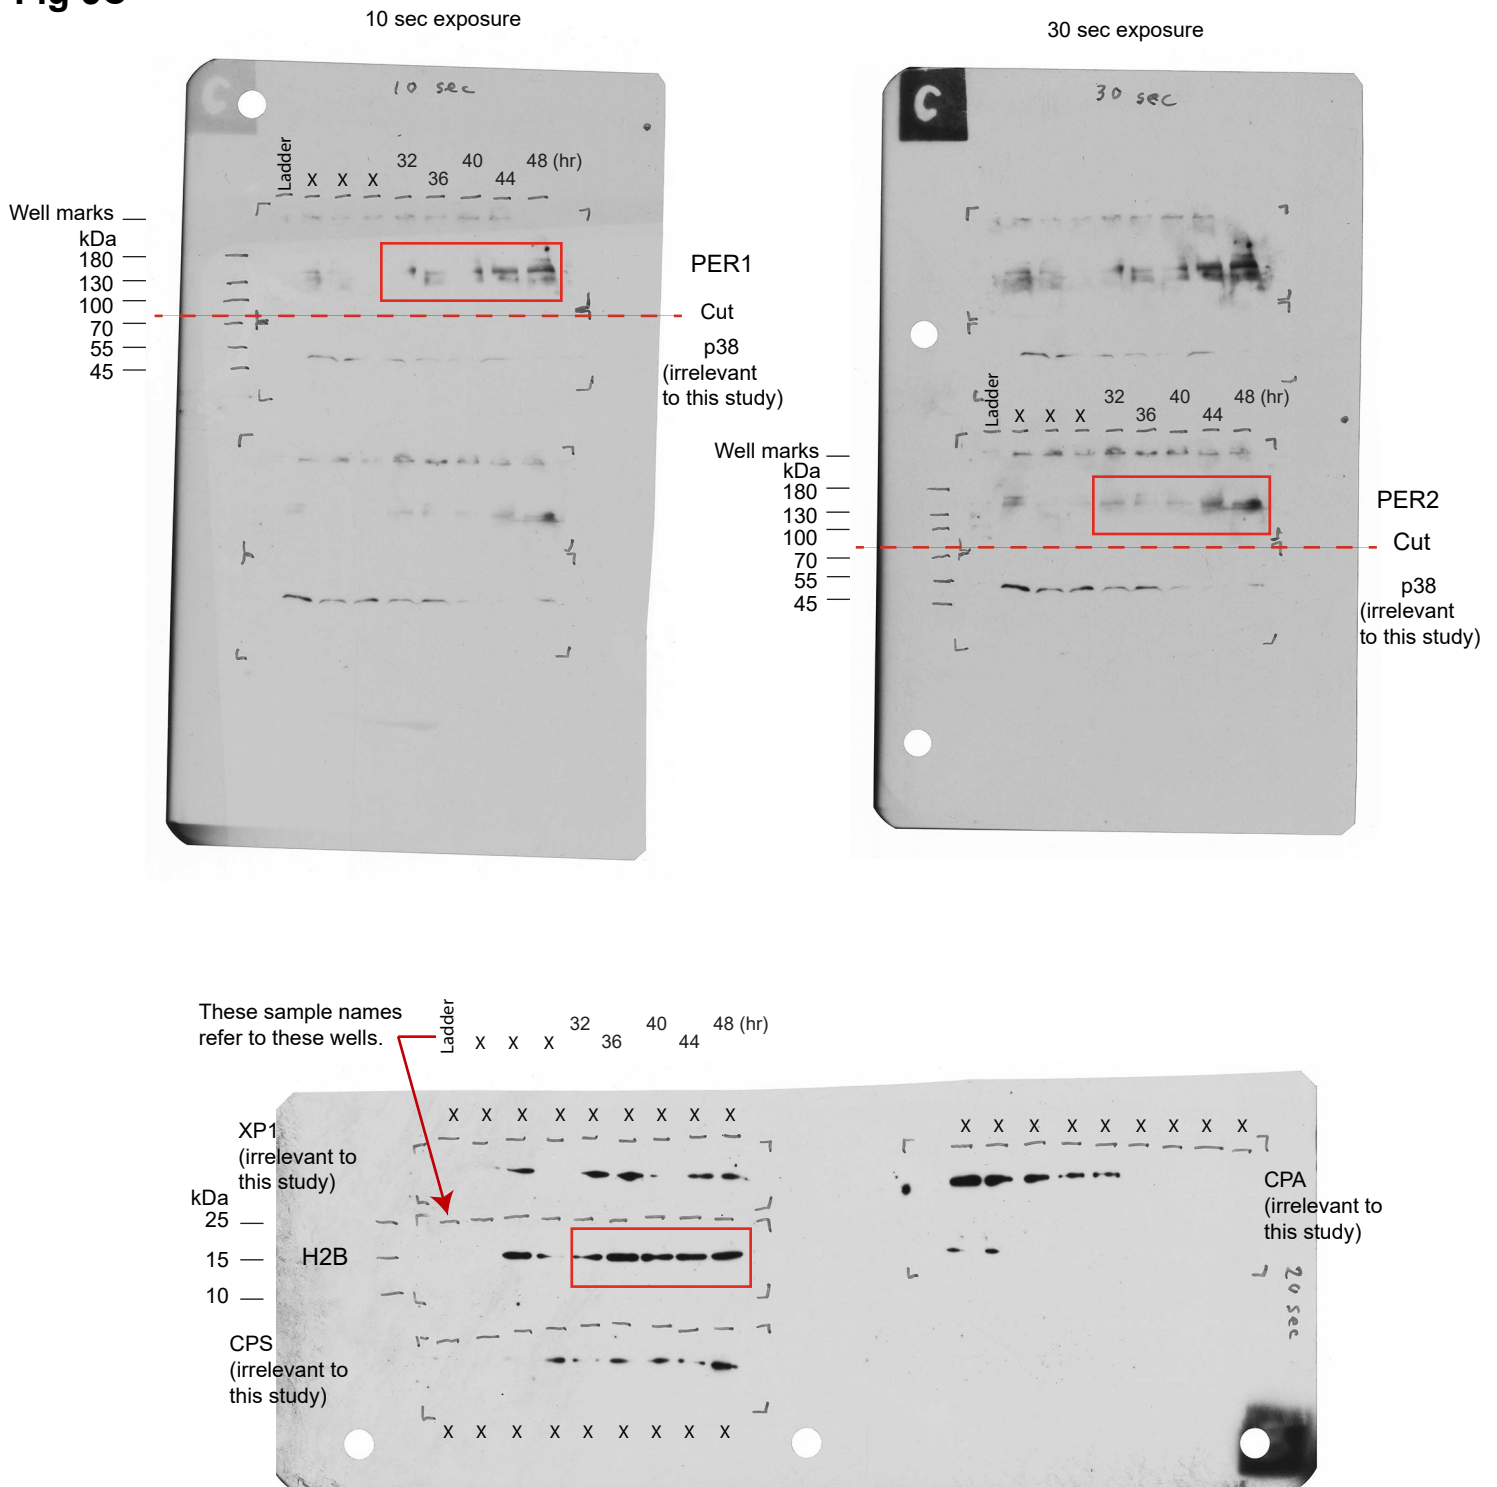

Fig 5F

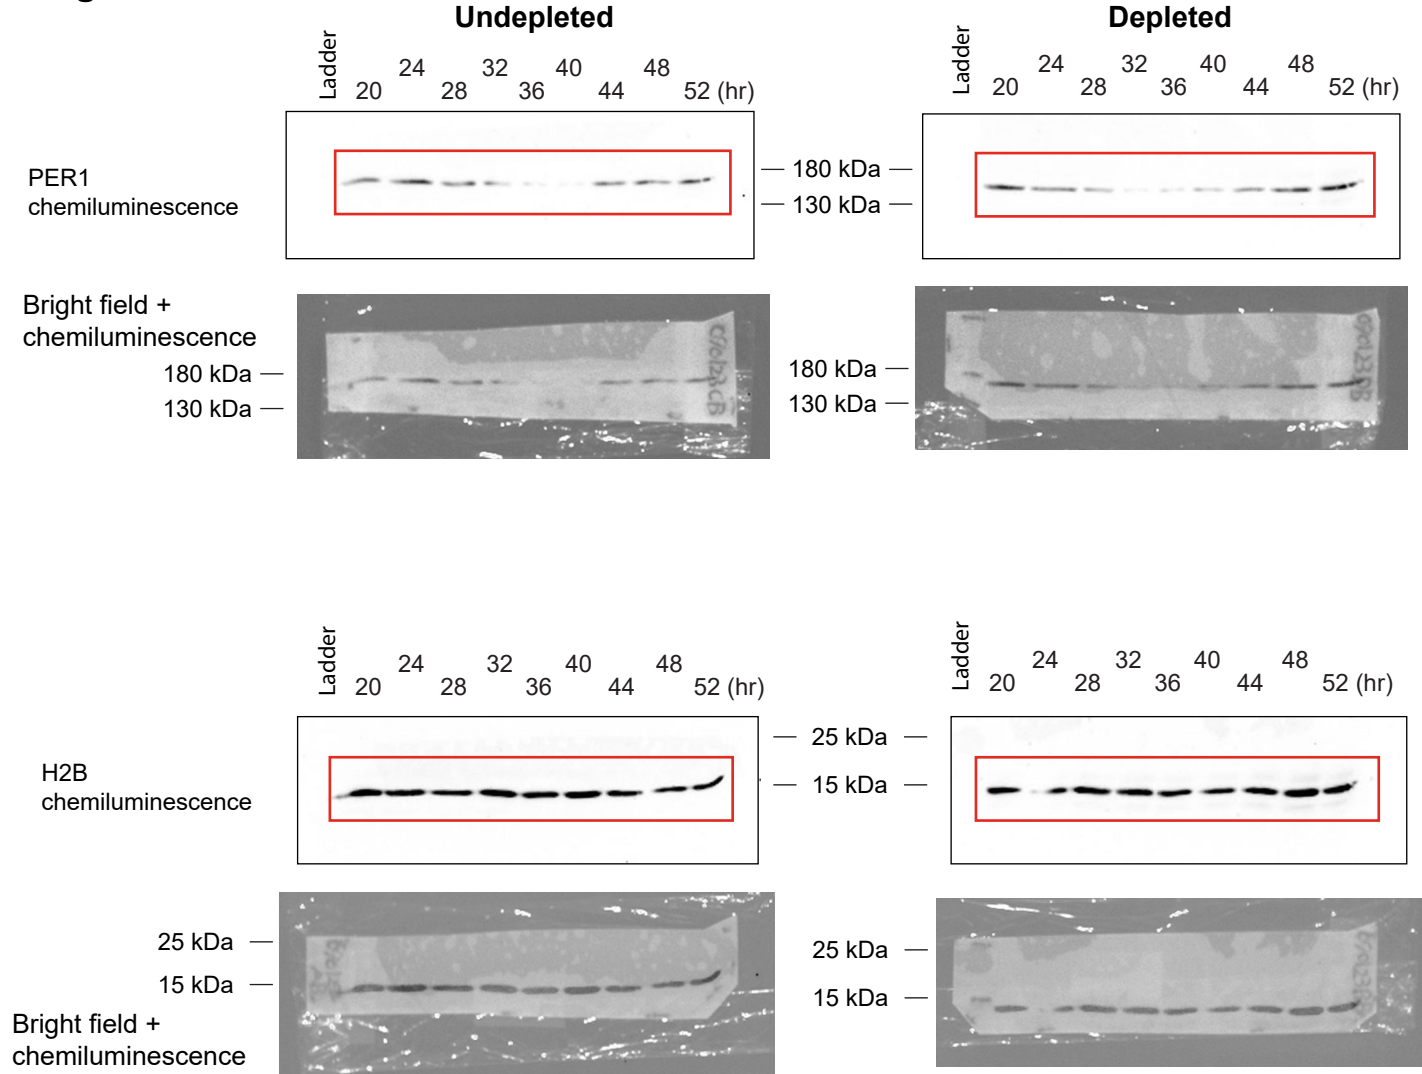

### Original images of western blotting - 3

The membranes were cut into three pieces each and the top and the bottom were separately stained.

S1A Fig

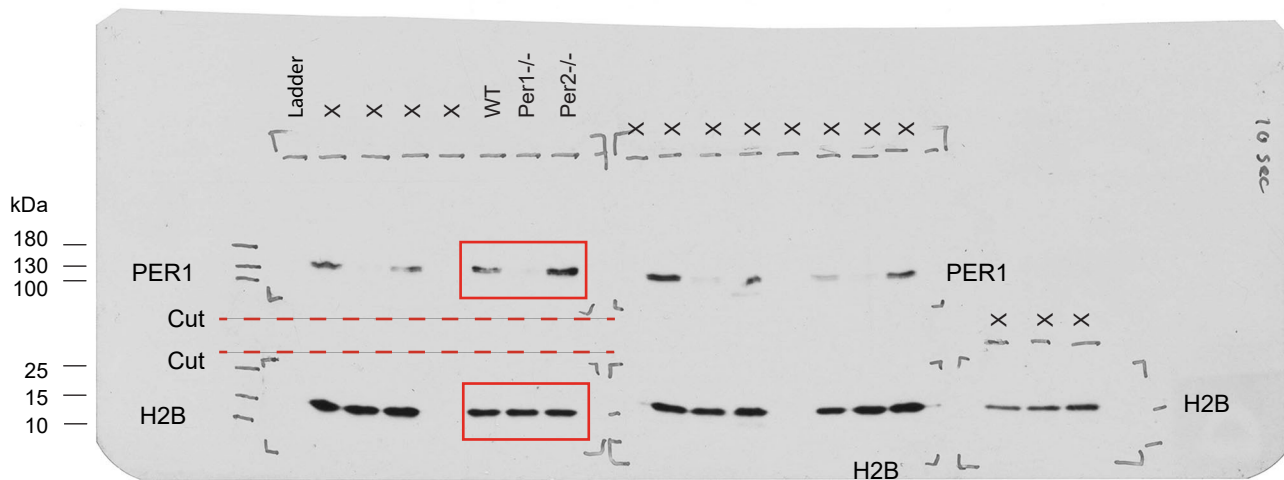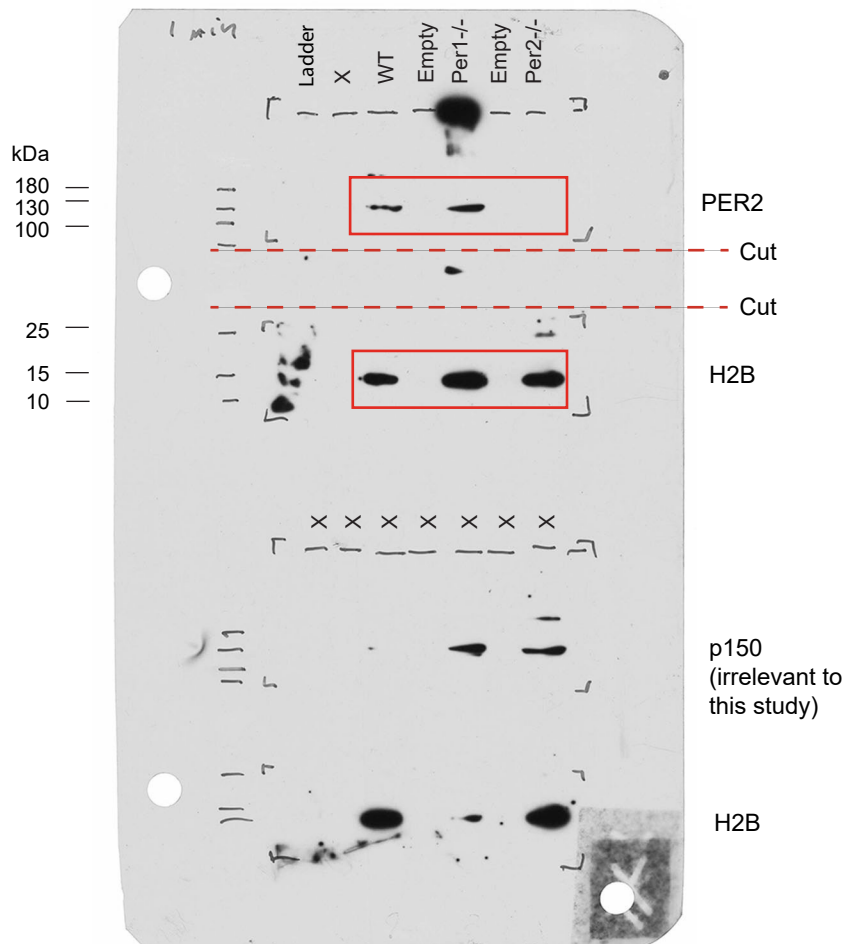

**Supplement:** S1 Raw Images

How the deposited data were processed for this re-analysis (not part of the article)

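Bulk RNA-seq of MEFs undergoing iN reprogramming was processed from 27 libraries, 3 replicates each of WT, *Per1*-/-, and *Per2*-/- cells on days 0, 2, and 4. Genotype, day, and replicate number were taken from the sample labels, and days were counted as in the paper, with the viruses added on day -3. The libraries labelled *Per2*-/- had more *Per2* transcript than WT libraries, so they are named by their label throughout. The single-cell RNA-seq, the qPCR, the imaging, and the flow cytometry of the paper were not analysed here.

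The values used were FPKM as the authors deposited them, for 54532 genes. According to the paper, the authors removed low-quality reads, aligned the rest to GRCm38 with Hisat2, counted reads on genes with featureCounts, and computed FPKM from the counts and the gene lengths. The authors tested differential expression with DESeq2 on the counts. The deposited FPKM already included a median-of-ratios size factor per library, which was found by solving each value for the number of fragments with the deposited gene length. All values gave whole numbers of fragments, 100% in every library. DESeq2 was not run here, and the recovered fragments were used with voom weights in limma, as an alternative.

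Depth was 15815013 to 24264097 fragments per library. The fragments of replicates varied by 9.77 to 74.5 times counting noise (chi-square per degree of freedom), and their log2 values had Pearson's r of 0.945 to 0.971 across genes, which are not independent replicates.

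The FPKM values were converted to log2(FPKM + 0.1), and the 14932 genes with a mean of at least 0.5 FPKM over the 27 libraries were tested with limma (lmFit, contrasts.fit, and eBayes with a mean-variance trend). The model had 9 groups of genotype and day and no block for replicate numbers. P-values were adjusted by the Benjamini-Hochberg method over the tested genes of each comparison. Genes were called with an adjusted p of at most 0.05 and a log2 fold change of at least 0.58 in size. Common genes were those called for *Per1*-/- cells against both other groups and not called between the other two. The other two kinds of comparison were the change from day 0 within each genotype and the interaction contrast that sets the change of *Per1*-/- cells against that of WT cells.

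Relatedness was measured by Euclidean distance, with a two-sided exact permutation test over 20 assignments of labels. Enrichment used 5 gene lists written by hand and two-sided Fisher's exact tests against all tested genes, adjusted over 20 tests, because no Gene Ontology database was used here. The list of macrophage markers had 43 tested genes. The means of the lists per library were compared by two-sided exact permutation tests over 84 assignments, adjusted over 15 tests.

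Genes are named in the text by a rule set in advance. The rule covers each gene that the paper names for the bulk RNA-seq, *Per1* and *Per2*, the genes with primers in S2 Table, *Pou3f2*, *Myt1l*, *Tubb3*, *Mapt*, *Map2*, and other genes set in advance, and the common genes with the largest mean log2 fold change, at most 5 in each direction on each day and over both days, among those where each *Per1*-/- library lies beyond the others of the day. Other genes are said to have been chosen after their values were seen.

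The replicate numbers come from the sample labels. Within a day, libraries of the 3 genotypes that share a number did not deviate together, so these numbers were taken as separate cultures. Within a genotype, libraries that share a number deviated together over the days, and results over days are also given with the genotype and replicate number as a block. The paper does not state in its text whether one culture was followed over the days.

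The alternatives set in advance were other pseudocounts (1 and 0.01), other filters (a mean of at least 1 FPKM, and all genes above 0), a block for the replicate number, a fit of only the groups compared, size factors computed again, FPKM rescaled to a common sum (TPM), voom weights on the fragments, no minimum fold change, the macrophage marker mean as a covariate, other measures of distance, a background of protein-coding genes, and each replicate left out in turn (27 fits). A further 9 settings were added after the data were seen. Other splits of the libraries were enumerated, or 100 of them were drawn with a fixed seed.

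The procedure was tested on simulated data, with fragments drawn from negative binomial distributions with the means, dispersions, and denominators of the real libraries for 14932 genes. Of 200 genes changed by a log2 fold change of 1 in 3 libraries against 3, 132 (66%) were called with 7 false calls. With a log2 fold change of 2, 172 (86%) were called with 4 false calls. A comparison with no changed genes gave 0 calls. Genes were drawn independently, with one dispersion per gene averaged over the groups and no effect shared by the libraries of a culture. The shares called therefore need not hold for genes that vary together, such as those of the macrophage list. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, and matplotlib 3.10.9 were used.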

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

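The tests of genes called over all 3 days, of the genes common at an unadjusted p, of nearness to the other targeted gene, and of the splits of libraries for these and for the genes up-regulated on both days were chosen only after the results were seen. The tests of nearness to the targeted genes on day 0 were set before the data were examined, as were the design, the gene lists, and the alternatives named as such in the part on processing.

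*Gm6685*, which the paper does not discuss, was higher in *Per1*-/- than in WT cells on day 0, with a log2 fold change of 2.20 (limma, 3 libraries against 3). *Xaf1*, also not discussed, was higher on day 2, with a log2 fold change of 2.23. Both lie on chromosome 11, as *Per1* does. The names that the paper gives for its mouse lines are those of alleles with a donor strain, so donor-strain sequence around *Per1* may accompany the genotype. Of the 2 genes called between *Per1*-/- and WT cells on day 0, 1 lies within 20 Mb of *Per1*, against 507 of the 14932 tested genes (two-sided Fisher's exact p = 0.0668), which 2 genes cannot decide. Of the 196 genes called for *Per1*-/- cells against the mean of both others over the 3 days, 15 lie in that window (two-sided Fisher's exact p = 0.00396), and the window around *Per2* held no excess of them (p = 0.169). This contrast takes the 3 days of a culture as separate libraries. With one mean per culture it called 1 gene, *Gm6685* (1476 genes at an unadjusted p under 0.05), so the 196 genes do not stand on their own. Of the 47 genes common and up-regulated on both days 2 and 4 at an unadjusted p, 10 lie near *Per1* (two-sided Fisher's exact p = 3.11e-06) and 1 near *Per2* (p = 0.405). Genes of the 5 lists as such did not gather near *Per1* (9 of 181, two-sided Fisher's exact p = 0.215). These counts treat neighbouring genes as independent. They are consistent with a part of the difference coming from the chromosome around *Per1*, by strain variants or by variants that change how reads map, and the data do not separate these from an effect of PER1 on its neighbours. *Gm6685* lies 40.8 Mb away, outside the window, and reads shared with related copies were not tested for it, so its difference cannot be told apart from that explanation either.

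*D2hgdh*, which the paper does not discuss, was lower in the libraries labelled *Per2*-/- than in WT cells on day 2, with a log2 fold change of -1.11 (limma, 3 libraries against 3). It lies 2.41 Mb from *Per2*. No gene other than *Per2* was called between WT cells and these libraries on day 0 (588 genes at an unadjusted p under 0.05), so the test of nearness there had no gene to count (two-sided Fisher's exact p = 1) and decides nothing. Of the 26 genes other than *Per2* called for these libraries against the mean of both others over the 3 days, 3 lie within 20 Mb of *Per2*, against 164 of 14932 (two-sided Fisher's exact p = 0.00281), and 1 of 27 lies near *Per1* (p = 0.607). That 1 is *Xaf1*, which with *Gm6685* enters through *Per1*-/- cells, as the contrast also takes up genes changed in one of the other genotypes. With one mean per culture the contrast called 1 gene, *D2hgdh* (1171 at an unadjusted p under 0.05). A candidate explanation is again donor-strain sequence around the targeted gene, which cannot be told apart from an effect of PER2.

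*Per2* itself was higher in the libraries labelled *Per2*-/- than in WT cells on day 0, with a log2 fold change of 1.03, against the direction that the label leads a reader to look for. The values go against an exchange of labels, though no test was made of it. On day 0, the mean of *Per1* was at 5.56 FPKM in these libraries, near the 5.78 of WT libraries and above the 4.11 of *Per1*-/- libraries, which goes against an exchange with the latter, though single libraries overlap (4.89 against 4.96). *Per2* (0.894 in WT and 1.13 in *Per1*-/- libraries, against 1.93) sets these libraries, not the WT libraries, apart from both others, which goes against an exchange with WT libraries. Whether transcript comes from an allele without functional protein was not tested, as gene totals do not show it. Each direction drawn from these libraries rests on the label.

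Splits bear on how far the genes called over days can be trusted. For *Per1*-/- cells, 8 of the 100 splits of the cultures gave as many genes, up to 272. For the libraries labelled *Per2*-/-, 5 of the 18 splits did, up to 258, a number of splits too small to reach a share under 0.05. The splits compared are those that part as many same-numbered libraries as the real one. The counts of genes called over days can therefore not be told apart from chance differences between cultures, and the tests of nearness above, which start from these genes, share this limit.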

How the results depend on the processing

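The fits of each day on its own, of fragment totals, of voom or a pseudocount of 1 together with a smaller fit, of robust variance, of an unadjusted p, of the covariate with each day on its own, and of one mean per culture were chosen only after the results were seen. In the counts below, 3 numbers in a row are days 0, 2, and 4, and the 3 comparisons are *Per1*-/- cells against WT cells, *Per1*-/- cells against the libraries labelled *Per2*-/-, and WT cells against the latter. As first fitted they gave 2, 1, and 4, then 3, 11, and 83, then 1, 4, and 1 genes, with 1, 1, and 3 common genes and 1 on both days. The cause of the changes was not tested.

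With a pseudocount of 1, the counts that changed by more than 1.5-fold were 1, 2, and 7 for *Per1*-/- against WT cells, 191 on day 4 for *Per1*-/- cells against the libraries labelled *Per2*-/-, and 1 on day 2 and 2 on day 4 for WT cells against the latter. Common genes were then 2 on day 2 and 5 on day 4, all up-regulated, with 2 on both days, and the distance ratio of day 4 passed 1 (1.02). With a pseudocount of 0.01, the day 0 counts were 5, 7, and 7 in the 3 comparisons. With all genes above 0, *Per1*-/- against WT cells gave 5, 3, and 13, *Per1*-/- cells against the libraries labelled *Per2*-/- 9 on day 0, and WT cells against the latter 5, 7, and 23. Common genes were 3, 2 (2 up-regulated), and 9 (8 up-regulated).

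With FPKM rescaled to a common sum (TPM), *Per1*-/- against WT cells gave 1 on day 0 and 2 on day 4, *Per1*-/- cells against the libraries labelled *Per2*-/- 5 on day 2 and 18 on day 4, and WT cells against the latter 5 on day 0. There was 1 common gene on day 4, up-regulated, and 0 on both days (75 at an unadjusted p under 0.05). The log2 fold change of *D2hgdh*, chosen after its values were seen, between *Per1*-/- and WT cells on day 4 turned from 0.01 to -0.12, both near 0. The rescaling multiplies all genes of a library by one factor. In the same comparison *C1qa* moved from 1.28 to 1.147 and *Ctsc* from 0.989 to 0.861. This change of sign therefore says nothing about *D2hgdh* itself. With voom weights, the first comparison gave 1 on day 0, the second 7 on day 2 and 266 on day 4, and the third 2 on day 2. The 500 most variable genes took the distance ratio of day 2 below 1 (0.989).

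A block for the replicate number is given here only, because same-numbered libraries of a day did not deviate together (mean correlation -0.089, 0.003, and 0.01 on days 0, 2, and 4). With this block, *Per1*-/- against WT cells gave 1 on day 0, *Per1*-/- cells against the libraries labelled *Per2*-/- 40 on day 2 and 144 on day 4, and WT cells against the latter 1 on day 2. Common genes on day 4 were 5, all up-regulated. The distance ratio of day 2 was 0.989, and the odds ratio of the inflammatory list was 116 where it had been 0. With the block, only 6 genes were called for *Per1*-/- against WT cells on day 4, so that odds ratio rests on very few genes.

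Fits of only the groups compared gave 1 gene for *Per1*-/- against WT cells on day 0, and 0 in 7 of the 9 comparisons (428 to 1565 at an unadjusted p under 0.05). Common genes were 0 on each day, up-regulated, and on both days (89 to 756 at an unadjusted p under 0.05). With each day fitted on its own, the first comparison gave 1, 0, and 0, the second 0, 82, and 187, and the third 0 on day 4 (488 to 1230 at an unadjusted p under 0.05 beside the 0 counts). Again 0 genes were common (127 to 813 at an unadjusted p under 0.05). With voom on the groups compared, 8 comparisons gave 0 (286 to 1581 at an unadjusted p under 0.05), and *Per1*-/- cells against the libraries labelled *Per2*-/- gave 146 on day 4, with 0 common (92 to 794). With voom on each day, the first comparison gave 0, 0, and 2, the second 0, 124, and 242, and the third 0, 2, and 0 (252 to 796 at an unadjusted p under 0.05). Common genes were then 0 on days 0 and 2 and on both days (120 to 557). With a pseudocount of 1 on each day, the first comparison gave 0 on all days, the second 0, 83, and 180, and the third 0, 2, and 0 (331 to 1240 at an unadjusted p under 0.05), with 0 common (121 to 832). The covariate on each day left 0 common genes up-regulated on day 2, day 4, or both (33 to 783 at an unadjusted p under 0.05).

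Fragment totals and robust variance each gave 1 gene on day 0 for *Per1*-/- against WT cells. An unadjusted p at the same fold change gave 339, 219, and 318 genes in the first comparison, 351, 595, and 837 in the second, and 228, 167, and 209 in the third. It gave 103, 130 (106 up-regulated), and 185 (140 up-regulated) common genes and 47 on both days. Over all 3 days, the contrast of one genotype with the mean of both others called 196 genes for *Per1*-/- cells and 27 for the libraries labelled *Per2*-/- with days taken as separate libraries, and 1 and 1 with one mean per culture.

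Fits that each left out 1 library gave 0 to 4, 0 to 1, and 0 to 7 genes in the first comparison on days 0, 2, and 4 (205 to 1049 at an unadjusted p under 0.05 beside all 0 counts of comparisons). The second gave 0 to 5, 1 to 7, and 6 to 103, and the third 1 to 2, 1 to 2, and 1 to 3. Common genes were 0 to 2, 0 to 1 (0 to 1 up-regulated), and 0 to 4 (0 to 3 up-regulated), and 0 to 1 on both days (31 to 638 at an unadjusted p under 0.05 beside the 0 counts). The distance ratios ranged from 1.03 to 1.1, 0.981 to 1.04, and 0.966 to 1.04. Macrophage genes that rose more than 2-fold were 29 to 36 in WT cells, 33 to 41 in *Per1*-/- cells, and 9 to 26 in the libraries labelled *Per2*-/-. Interactions stayed at 0 to 0 genes (220 to 862 at an unadjusted p under 0.05). The odds ratios were 0 to 0 in the 2 of these fits that gave a value. *D2hgdh*, near 0 between *Per1*-/- and WT cells, changed sign in some of them, with a range from -0.043 to 0.05 on day 2 and from -0.053 to 0.064 on day 4.

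With no library left out, the alternatives set in advance gave 30 to 36 macrophage genes rising more than 2-fold in WT cells, 38 to 40 in *Per1*-/- cells, and 16 to 25 in the libraries labelled *Per2*-/-, which with 1 library left out fell as low as 9. The interactions gave 0 genes (245 to 781 at an unadjusted p under 0.05), as they did with 1 library left out. The odds ratios against WT cells on day 4 were 0 in each of these alternatives with a value other than the block, and had none where 0 genes were up-regulated (only the groups compared, and most fits that left out 1 library). New size factors can hardly move a result, since the deposited values carry them, and show no stability. Among the named genes, 856 results kept their direction and their side of the threshold. Another 52 lost the threshold (34 of them with 1 library left out), and 15 passed it. In 5 the direction changed, as given for *D2hgdh*, and the 1 of these under TPM follows from the scaling. Depth limits *Il6* and other genes under the filter. In the simulated data, with genes drawn independently, 66% of genes with a log2 fold change of 1 were called with 3 libraries against 3. This share need not hold for genes that vary together, and the cause of the low counts was not tested.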

Differences from the paper's values

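The fits at an unadjusted p and of genes over all 3 days were chosen only after the results were seen. The paper's counts come from DESeq2, which was not run here, and those here from limma on log2 FPKM values. The gaps below are therefore between unlike tests. The paper gives 117 common genes on day 2 and 167 on day 4, against 1 and 3 here. Of these the paper has 117 and 160 up-regulated in *Per1*-/- cells, against 1 and 3 here, and 80 on both days, against 1 here. None of the alternatives set before the data were examined closed any of these 5 gaps. An unadjusted p at the same fold change, chosen after seeing the values, gave 130 and 185 common genes, 106 and 140 of them up-regulated, which are within 1.5-fold of the paper's counts, and 47 on both days, which is not.

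The other counts were read by eye from a figure of the paper. For common genes on day 0, the paper shows about 3 in Fig. 1D, read by eye, against 1 here. All genes above 0 FPKM (3) and leaving out replicate 2 of the libraries labelled *Per2*-/- on day 0 (2) closed this gap, and the other alternatives set before the data were examined did not. Between *Per1*-/- and WT cells, the paper shows about 6, about 130, and about 190 genes on days 0, 2, and 4 in Fig. 1D, read by eye, against 2, 1, and 4 here. On day 0 a pseudocount of 0.01 (5), all genes above 0 FPKM (5), and leaving out replicate 2 of *Per1*-/- cells (4) closed the gap, no other alternative set before the data were examined did, and on days 2 and 4 none did. Between *Per1*-/- cells and the libraries labelled *Per2*-/-, the paper shows about 18, about 440, and about 610 genes in Fig. 1D, read by eye, against 3, 11, and 83 here. None of the alternatives set before the data were examined closed these gaps. An unadjusted p, chosen after seeing the values, gave 595 on day 2 and 837 on day 4, within 1.5-fold of the paper's. Between WT cells and the libraries labelled *Per2*-/-, the paper shows about 5, about 26, and about 20 genes in Fig. 1D, read by eye, against 1, 4, and 1 here. On day 0 the rescaling to TPM (5), a pseudocount of 0.01 (7), and all genes above 0 FPKM (5) closed the gap, on day 4 all genes above 0 FPKM (23) did, no other alternative set before the data were examined did, and on day 2 none did.

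The log2 fold change of *C1qc* between *Per1*-/- cells and the libraries labelled *Per2*-/- on day 4 is about 2.8 in Fig. 1G of the paper, read by eye, against 1.742 here. No alternative closed this gap.

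The paper states that WT cells were closer to *Per2*-/- than to *Per1*-/- cells on days 2 and 4. The ratios of distances here were 1.0 and 0.995, with no detectable difference. The paper states that the up-regulated genes were enriched in immune, phagocytosis, and lysosome genes. The sets tested here against WT cells held 1 gene on day 2 and 3 on day 4, too few to decide on enrichment. Those against the libraries labelled *Per2*-/- held 9 and 66 genes. No list passed an adjusted p of 0.05 in these enrichment tests. At an unadjusted p, chosen after seeing the values, the macrophage and phagocytosis lists did against WT cells on day 4 (odds ratios 26.9 and 19.1) and day 2 (18.2 and 16.8), and the complement list on day 2 (10.7), but not the lysosome list. All 5 lists did against the libraries labelled *Per2*-/- on days 2 and 4, with the lysosome list at 3.66 and 3.61. With the block for replicate number, the inflammatory list did against WT cells on day 4 (odds ratio 116). That fit called only 6 genes in this comparison, so the odds ratio rests on very few genes.

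The paper lists macrophage genes among those up-regulated in *Per1*-/- cells against both other genotypes. None of the 10 genes it names was called here against WT cells, and only *Ctsc* against the libraries labelled *Per2*-/-. Against the latter on day 4, voom weights called *Adgre1*, *C1qa*, *C1qb*, *C1qc*, *Fcgr1*, and *Cybb*, the fit of only the groups compared called *Adgre1*, *Csf1r*, *C1qa*, *C1qb*, *C1qc*, *Tlr13*, and *Cybb*, and a pseudocount of 1 called *Cybb*. A contrast of *Per1*-/- cells with both others over all 3 days, chosen after seeing the values, called *Adgre1*, *Csf1r*, *C1qa*, *C1qb*, *C1qc*, and *Ctsc* with the days of a culture taken as separate libraries, and 0 of the 10 genes with one mean per culture (1476 of all tested genes at an unadjusted p under 0.05). Adjusting over the macrophage list alone, also chosen after seeing the values, called 40 and 29 of its 43 genes against the libraries labelled *Per2*-/- on days 2 and 4, and 0 against WT cells.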

Other observations

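The tests of the covariate at an unadjusted p, of shared cultures, of the copies of *Gapdh*, and of the splits for genes up-regulated on a day, genes at an unadjusted p, changes over days, and odds ratios were chosen only after the results were seen.

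More macrophages in the *Per1*-/- cultures could raise the genes that are common on days 2 and 4. With the mean of 14 macrophage markers as a covariate, 2 of the 3 common up-regulated genes were still called (66.7%). In this fit that share did not fully explain these 2 genes. With each day fitted on its own, 0 genes were common and up-regulated with the covariate. As 0 were without it too, that fit cannot decide. The 3 common genes of day 4 also fell to 0 in some fits that left out 1 library, so 2 genes are a weak basis. Of the genes common and up-regulated at an unadjusted p, these markers left out, 40 of 139 (28.8%) on day 4 and 15 of 104 (14.4%) on day 2 kept it. With the whole macrophage list left out, 39 of 128 (30.5%) and 15 of 99 (15.2%) did. The loss on day 2 is consistent with a larger macrophage share, though the covariate differs between the groups much as the genotype does, and on day 4 the test leaves the question open. Length of the gene moved the fold change by -0.016 per doubling at most in size, and 0 of 2 sex-linked genes (*Xist* and *Ddx3y*, where chance parts 3 libraries from 6 for 2.38% of genes) set all *Per1*-/- libraries apart from the other 6 on day 2 or 4. Against WT libraries alone, which chance parts for 10% of genes, each *Per1*-/- library had less *Xist* and more *Ddx3y* on both days. Sex of the embryos is therefore not ruled out by these 2 genes for the comparison with WT cells. Replicates 1 and 3 of the libraries labelled *Per2*-/- also had less *Xist* and more *Ddx3y* than every WT library on both days. Their macrophage list means were 2.103 and 2.13 on day 2 and 2.78 and 3.049 on day 4. WT libraries lay at 2.132 to 2.621 and 2.99 to 3.475, and *Per1*-/- libraries at 3.005 to 3.687 and 3.876 to 4.446. These values argue against sex alone for the macrophage list. On the other side, replicate 2 of the libraries labelled *Per2*-/-, with the most *Xist*, had the lowest means, and these libraries also differ in genotype. A difference in macrophage share remains a candidate explanation. The pattern cannot be told apart from it or, outside the macrophage list and against WT cells, from the sex of the embryos.

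Counts of genes were set against other splits of the libraries that part as many same-numbered pairs. On day 0, 2 of the 4 splits gave as many genes as *Per1*-/- against WT cells, 3 of 4 as many as *Per1*-/- cells against the libraries labelled *Per2*-/-, and 3 of 4 as many as WT cells against the latter, with up to 61, 246, and 23 genes. On days 2 and 4, 1 of the 4 splits, the real one, gave as many in each of the 6 comparisons. No other split of these days gave more than 1 gene. The real one gave 11 and 83 genes for *Per1*-/- cells against the libraries labelled *Per2*-/-, and at most 4 in the other comparisons. The other 6 of the 10 splits put same-numbered libraries on one side and part fewer such pairs, and 1 of them gave as many in each comparison of day 0 and in that of WT cells with the libraries labelled *Per2*-/- on day 4. Shares under 0.05 are out of reach of 4 splits, so no comparison can be told apart from chance by this test alone.

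For common genes, splits were drawn in which each of the 3 groups holds 1 library of each number, as in the real one. Of 100, 26 gave as many on day 0, 16 on day 2, and 2 on day 4. Restricted to up-regulated genes, 9 did on day 2 and 2 on day 4, and 4 of 100 gave as many on both days. At an unadjusted p, 5 of 100 splits gave as many on day 2 (up to 195), 7 on day 4 (up to 273), and 4 on both days (up to 86). The counts of days 0 and 2 and the counts at an unadjusted p on each day can thus not be told apart from chance differences between libraries, whereas those of day 4 and of both days are larger than in most splits. Day 4 rests on 3 genes, of which *Xaf1* and *Gm6685* lie on the chromosome of *Per1*.

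Macrophage genes that rose from day 0 to day 4 were as many in 1 of the 4 splits, the real one, in each genotype. All 4 splits gave odds ratios as large for the 5 lists, since each was 0, and all 4 gave as many genes in the interaction contrasts, which called 0 on day 2 and on day 4 (306 and 500 at an unadjusted p under 0.05). A rise in the macrophage share of RNA alone would move by one amount those genes that no other cells express, apart from the effect of the pseudocount. The changes of the macrophage genes varied more between genes than their errors allow in each genotype (Cochran's Q over its degrees of freedom at most 3.91), but expression in other cells and the pseudocount were not tested and also spread them, so a common rise is not ruled out. Whether cells matured was not tested.

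Same-numbered libraries of one genotype deviated together over the days (exact permutation p over 46656 renumberings = 2.14e-05, one-sided, the smallest these can give), which is consistent with one culture followed over the days.

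*Gapdh*, the reference gene of the paper's qPCR, ranged from 1.22 to 61.8 FPKM (102 to 4766 fragments) and differed up to 15.1-fold between replicates of one group. *Actb*, *Eef1a1*, *Eno1*, *Pgk1*, and *Tpi1*, chosen after their values were seen, differed up to 1.55, 1.21, 1.87, 1.77, and 1.46-fold. Fragments counted on the 3 annotated copies do not account for it, at 0.0974% of those on *Gapdh* and its copies. Reads discarded because they also match a copy were not tested, so the spread cannot be told apart from that explanation, and no biological explanation was tested.

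*Xist* was at 0.00288, 0.00478, and 0.00271 FPKM in replicate 1 of *Per1*-/- cells on days 0, 2, and 4, with *Ddx3y* at 21.9, 24.1, and 20.8, both genes chosen after their values were seen. *Pou3f2* was highest in replicate 2 of the libraries labelled *Per2*-/-, at 770 FPKM on day 2 and 429 on day 4. *Myt1l* had means of 1.19 FPKM in WT cells, 1.02 in *Per1*-/- cells, and 1.00 in the libraries labelled *Per2*-/- on day 4.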
